# IL-7R signaling activates widespread V_H_ and D_H_ gene usage to drive antibody diversity in bone marrow B cells

**DOI:** 10.1016/j.celrep.2021.109349

**Published:** 2021-07-13

**Authors:** Amanda Baizan-Edge, Bryony A. Stubbs, Michael J.T. Stubbington, Daniel J. Bolland, Kristina Tabbada, Simon Andrews, Anne E. Corcoran

**Keywords:** B lymphocyte development, *Igh* recombination, interleukin-7 receptor signaling, bone marrow, fetal liver, pro-B cells, Pax5 transcription factor, antisense transcription, chromatin accessibility

## Abstract

Generation of the primary antibody repertoire requires V(D)J recombination of hundreds of gene segments in the immunoglobulin heavy chain (*Igh*) locus. The role of interleukin-7 receptor (IL-7R) signaling in *Igh* recombination has been difficult to partition from its role in B cell survival and proliferation. With a detailed description of the *Igh* repertoire in murine IL-7Rα^−/−^ bone marrow B cells, we demonstrate that IL-7R signaling profoundly influences V_H_ gene selection during V_H_-to-DJ_H_ recombination. We find skewing toward 3′ V_H_ genes during *de novo* V_H_-to-DJ_H_ recombination more severe than the fetal liver (FL) repertoire and uncover a role for IL-7R signaling in D_H_-to-J_H_ recombination. Transcriptome and accessibility analyses suggest reduced expression of B lineage transcription factors (TFs) and targets and loss of D_H_ and V_H_ antisense transcription in IL-7Rα^−/−^ B cells. Thus, in addition to its roles in survival and proliferation, IL-7R signaling shapes the *Igh* repertoire by activating underpinning mechanisms.

## Highlights

• The IL-7R drives recombination of V_H_ and D_H_ genes in the immunoglobulin heavy chain
• Deletion of the IL-7R impairs usage of all except 3′ V_H_ and flanking D_H_ genes
• IL-7R loss diminishes large-scale V_H_ and D_H_ antisense transcription in the Igh
• IL-7R loss causes reduced expression of B lineage transcription factors and targets

## Introduction

Interleukin-7 (IL-7) is a critical cytokine for B and T lymphocyte development. It is bound by the IL-7 receptor (IL-7R), composed of the common gamma chain (γc), shared with the IL-2R, and the IL-7-specific IL-7Rα chain (CD127—encoded by *Il7r*), which also pairs with the thymic stromal lymphopoietin receptor (TSLPR), important in fetal liver (FL) B cell survival (Vosshenrich et al., 2003; Rochman et al., 2009). Binding of IL-7 to the IL-7R in pro-B cells activates several signaling pathways, including Janus kinase/signal transducers and activators of transcription (JAK/STAT), phosphoinositide-3 kinase (PI3K)/Akt (Protein kinase B), mitogen-activated protein kinase/extracellular signal-regulated kinase (MAPK/ERK), and PLCγ/PKC/mammalian target of Rapamycin (mTOR), and has been associated with proliferation and survival, B lineage commitment, and *Igh* recombination (Corcoran et al., 1996, 1998; reviewed by Corfe and Paige, 2012; Yu et al., 2017).

IL-7R signaling is essential for B lineage commitment. Its absence in IL-7Rα^−/−^ mice impairs early B cell development from the common lymphoid progenitor (CLP) stage, resulting in reduced progenitors and impaired B-lineage potential (Peschon et al., 1994; Miller et al., 2002; Erlandsson et al., 2004; Dias et al., 2005, Medina et al., 2013). This is due in part to failure to activate early B-Cell Factor 1 (EBF1), a crucial transcription factor (TF) for B lineage specification (Kikuchi et al., 2005; Tsapogas et al., 2011; Pongubala et al., 2008; Roessler et al., 2007; Boller and Grosschedl, 2014). Paired box 5 (PAX5), a key TF for B cell commitment (Nutt et al.; 1999; Rumfelt et al., 2006), is also reduced in IL-7Rα^−/−^ pro-B cells (Corcoran et al., 1998), but this may be due to reduced EBF1 expression (O’Riordan and Grosschedl 1999; Decker et al., 2009; Lin et al., 2010). However, some cells progress to the pre-pro-B stage (Kikuchi et al., 2005; Peschon et al., 1994; Miller et al., 2002) and fewer to the CD19^+^ pro-B compartment (Corcoran et al., 1998; Miller et al., 2002).

Although IL-7Rα^−/−^ pro-B cells in the bone marrow (BM) undergo *Igh* V_H_-DJ_H_ recombination (Corcoran et al., 1998), their usage of V_H_ genes is severely restricted, indicating a role of IL-7R signaling in this process. Importantly, this is independent of proliferation: IL-7Rα^−/−^ cells expressing an IL-7Rα chain lacking Tyr449, required for PI3K signaling, express a recombined Igμ polypeptide but do not proliferate *in vitro* (Corcoran et al., 1996). Conversely, a chimeric receptor comprising the IL-7Rα extracellular domain and the IL-2Rβ intracellular domain restored proliferation in IL-7Rα^−/−^ cells, but not Igμ expression, indicating a non-redundant role for the IL-7R in *Igh* V(D)J recombination.

A diverse antibody repertoire requires inclusion of all available V_H_ and D_H_ genes. Large-scale processes, including non-coding transcription and Ig locus contraction, are thought to facilitate accessibility of distal 5′ V_H_ genes to the recombination center over the DJ region, where the recombination activating gene (RAG) 1 and 2 bind (Ji et al., 2010, Corcoran et al., 1998; Bolland et al., 2004; Yancopoulos and Alt, 1985, Chowdhury and Sen, 2003; Fuxa et al., 2004; Jhunjhunwala et al., 2008; Sayegh et al., 2005; Stubbington and Corcoran, 2013). Nevertheless, V_H_ genes recombine at widely different frequencies; frequently recombining V_H_ genes also have one of two local active chromatin states (Bolland et al., 2016).

IL-7Rα^−/−^ pro-B cells *in vivo* displayed decreased non-coding transcription and recombination of 5′ V_H_ genes (Corcoran et al., 1998), prompting the hypothesis that the IL-7R influences *Igh* recombination through increasing accessibility of 5′ V_H_ genes, supported by studies linking IL-7R signaling and active histone modifications in the *Igh* locus (Chowdhury and Sen, 2001; Johnson et al., 2003; Xu et al., 2008), and suggesting that IL-7R activation of the *Igh* locus is mediated by STAT5 (Bertolino et al., 2005). However, conditional deletion of STAT5 was rescued by the pro-survival factor B-Cell Lymphoma-2 (BCL-2) with no deficiency in 5′ V_H_ recombination, suggesting that the dominant role of STAT5 was pro-B cell survival (Malin et al., 2010). IL-7Rα^−/−^ B cells were only partially rescued and cannot be rescued by Eu-BCL-2 expression (Maraskovsky et al., 1998), indicating that the IL-7R has additional downstream signaling roles. Heterogeneous expression of the IL-7R during the cell cycle both inhibits Rag recombinase expression to prevent DNA breaks during replication, while maintaining *Igh* locus accessibility throughout the cell cycle (Johnson et al., 2012).

Other studies have suggested that loss of IL-7Rα prevents B cell progression beyond the pre-pro-B stage and that B cells in the BM originate from the FL (Kikuchi et al., 2005; Peschon et al., 1994; Miller et al., 2002; Carvalho et al., 2001), supported by similarity in V_H_ repertoire between IL-7Rα^−/−^ and FL B cells (Corcoran et al., 1998; Jeong and Teale, 1988; Yancopoulos et al., 1988). Definitive conclusions have been hampered by incomplete knowledge of the *Igh* locus, provided later (Johnston et al., 2006), and low-resolution *Igh* repertoire assays.

With next-generation sequencing (NGS) enabling more comprehensive analysis of *Igh* repertoires, we have revisited the IL-7Rα^−/−^ mouse (Peschon et al., 1994) to address the uncertainties above, which confound a complete picture of the role of the IL-7R in B cell development. Using VDJ sequencing (VDJ-seq) (Bolland et al., 2016), a DNA-based NGS technique, we have fully characterized the *Igh* DJ_H_ and VDJ_H_ repertoires in IL-7Rα^−/−^ BM B cells. Widespread use of gene segments in both D_H_-J_H_ and V_H_-D_H_ recombination was severely impaired by loss of IL-7R signaling.

Importantly, IL-7Rα^−/−^ BM B cells are not derived from the FL. Junctions between V_H_, D_H_, and J_H_ gene segments in IL-7Rα^−/−^ BM B cells are much more variable than FL B cell sequences, indicating that IL-7Rα^−/−^ BM pro-B cells undergo *de novo* V(D)J recombination. Furthermore, they have a much more severe reduction in repertoire diversity than FL. Transcriptome analysis reveals loss of large-scale antisense intergenic transcripts in both D_H_ and V_H_ regions and reduced expression of key transcription factors required for *Igh* recombination, including EBF1 and Pax5. Thus, IL-7R signaling promotes *Igh* repertoire diversity in BM pro-B cells by activating mechanisms that enable large-scale access to V_H_ and D_H_ genes.

## Results

### Usage of V and D genes in *Igh* recombination is severely skewed in pro-B cells lacking the IL-7Rα chain

VDJ-seq was performed on two IL-7Rα^−/−^ BM and two wild-type (WT) FL pro-B cell samples and compared with two WT BM datasets we previously generated (GEO: GSE80155; Bolland et al., 2016). 

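VDJ-seq captures recombined DNA with J_H_ primers and counts the reads that reach each joined V_H_ or D_H_ gene. The deposited counts hold 2 IL-7Rα-/- BM libraries, from B220+ CD19+ cells of mice of 6 to 8 weeks, and 2 WT libraries from B220+ CD19+ FL cells of embryonic day 15.5. The WT BM libraries were not analysed here, so each comparison is between IL-7Rα-/- BM and FL. The paper gives 10 µg of DNA for each FL library and 1 to 2 µg for each IL-7Rα-/- library, while its VDJ-seq methods give 1 to 5 µg and the sample labels 1.5 to 2 µg for the latter. The authors mapped the reads with Bowtie2 to mouse build NCBI37 (mm9), removed duplicates by junction sequence and V_H_ position, and used random barcodes in the adaptors. They counted the remaining reads over 195 V_H_ gene probes and 37 probes over D_H_ genes, pseudo-D genes, inverted joins and cryptic RSSs of chromosome 12.

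The V_H_ probes held 54793 and 61848 reads in the 2 FL libraries and 21015 and 26201 in the 2 IL-7Rα-/- libraries. The D_H_ probes held 643411 and 785922 reads in FL and 27469 and 31141 in IL-7Rα-/-. Counts were compared by the quasi-likelihood test of edgeR, with the total V_H_ or D_H_ reads of each library as its size, since the paper gives percentages of these totals. Genes with at least 10 reads over the 4 libraries were tested, and a Benjamini-Hochberg adjusted p under 0.05 was taken as a change. The changes are therefore in shares of the repertoire. Their median over all V_H_ genes tested was −1.68 on the log2 scale with these totals, −1.07 with TMM factors and −0.90 with DESeq2 size factors. Over all D_H_ probes tested it was −1.41, −1.87 and −2.13 in the same order. For single shares, an exact two-sided permutation test of 2 libraries against 2 can give no p under 0.333.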

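V_H_ gene usage was close between FL replicates and more variable between IL-7Rα-/- replicates. The proximal gene J558.8.98, for example, had 1935 and 1788 reads in FL and 136 and 388 in IL-7Rα-/-. Across 195 V_H_ genes, Spearman's correlation between replicate counts was 0.978 in FL and 0.931 in IL-7Rα-/-. These correlations are across genes, which are not independent replicates. Within both pairs the counts differed by more than the sampling noise (chi-square p = 3.54e-143 in FL and 9.51e-290 in IL-7Rα-/-). The biological coefficient of variation, a gene's relative spread between replicates beyond counting noise, was 0.227 in FL and 0.651 in IL-7Rα-/-. In edgeR it was 0.437 over all 4 libraries.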

Replicate libraries for all genotypes were highly correlated, indicating VDJ-seq is highly reproducible (Figure S1). Although IL-7Rα^−/−^ libraries were generated with approximately 6-fold fewer reads (Figure S2), the ratio of VDJ_H_ to DJ_H_ recombined products was similar to WT, indicating that dynamic progression through first D_H_ to J_H_, followed by V_H_ to DJ_H_ recombination, was not slowed (Figure S3). A binomial test was applied to determine genes with significantly greater read counts than expected by chance, considered to be actively recombining (Bolland et al., 2016). Consistent with a requirement for IL-7R signaling to enable usage of V_H_ genes in recombination, fewer V_H_ genes passed the binomial test in IL-7Rα^−/−^ (84 genes) relative to WT pro-B cells (128 genes). 

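In IL-7Rα-/- BM 77 V_H_ genes recombined above chance, and in FL 121 did. Of these, 71 passed in both, 50 in FL alone and 6 in IL-7Rα-/- alone. The numbers were close at the 3′ end of the V region, where 20 of the 43 7183/Q52 genes passed in FL and 18 in IL-7Rα-/-. They lay further apart at the 5′ end, with 26 and 11 of the 40 central J558 genes and 33 and 15 of the 48 distal J558/3609 genes. In the middle families 24 and 18 of 35 genes passed, in J606 4 and 2 of 5, and in proximal J558 14 and 13 of 24. The 6 genes that passed in IL-7Rα-/- alone were J558.11pg.101, J558.30pg.120, J558.37.127, J558.87.193, J558.89pg.195 and a 3609 pseudogene (chromosome 12, 117003546 to 117004657). The pseudogene is named in a figure of the paper, and the other 5 were picked out after their values were seen. J558.11pg.101 made up 0.724% ± 0.304 (SD, n = 2) of V_H_ reads in IL-7Rα-/- and 0.0431% ± 0.0145 (SD, n = 2) in FL. The one-sided binomial test set the mean count of each pair of libraries against the gene's share of the length of the V region, at an adjusted p under 0.01. With an equal share of 1 in 195 for each gene instead, 31 genes passed in IL-7Rα-/- and 53 in FL. The test was run within each genotype and does not test the difference between them.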

All but three were within the WT group (Table S1).

To visualize V_H_ gene recombination frequencies and compare between genotypes, V_H_ gene quantifications were normalized to the total number of reads over all V_H_ genes for each genotype (Figure 1A). A much higher proportion of sequences mapped to the most 3′ V_H_ genes in IL-7Rα^−/−^ than in the WT repertoire (Figure 1B). Notably, the first five V_H_ genes comprised 45% of the total repertoire, compared with 20% in WT. 

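The 5 most 3′ V_H_ genes that recombined in IL-7Rα-/- (a 7183 pseudogene, V_H_-81X, Q52.2.4, 7183.4.6 and Q52.3.8) made up 37.6% ± 2.63 (SD, n = 2) of the IL-7Rα-/- repertoire and 20.0% ± 0.0122 (SD, n = 2) of the FL repertoire. This is 1.88-fold, with both IL-7Rα-/- libraries (39.4% and 35.7%) above both FL libraries (two-sided exact permutation test, p = 0.333, the smallest this design allows). Q52.2.4, on chromosome 12 from 114826478 to 114827581, rose from 4.27% ± 0.115 (SD, n = 2) in FL to 10.8% ± 0.168 (SD, n = 2) in IL-7Rα-/-. This is a log2 change of 1.34 (standard error 0.10, adjusted p = 5.69e-24 from edgeR). Q52.3.8 rose 2.81-fold (log2 change 1.49, standard error 0.15, adjusted p = 1.12e-15 from edgeR). 7183.4.6 rose from 1.87% to 4.34% (log2 change 1.22, adjusted p = 2.49e-08 from the same test). The pseudogene, the most 3′ of all (114811138 to 114812244), did not pass this test (log2 change 0.47, standard error 0.47, adjusted p = 0.372). Which genes count as the first 5 changes the share. The genes numbered 1 to 5 from the 3′ end made up 26.7% in IL-7Rα-/- and 15.8% in FL, and the 5 most used of the 15 most 3′ genes made up 47.0% and 22.2%.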

Of the 44 V_H_ genes that recombine in WT, but not in IL-7Rα^−/−^ BM, the vast majority were at the 5′ end of the V region, including several that normally recombine at high frequency (J558.16.106, J558.26.116, and J558.67.166).

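Of the 50 V_H_ genes that recombined above chance in FL but not in IL-7Rα-/- BM, 21 were distal, 17 central and 2 proximal J558 or 3609 genes. Another 6 were in the middle families, 2 in J606 and 2 in 7183/Q52. J558.16.106, J558.26.116 and J558.67.166 passed the binomial test in both, with a chance share by length. With an equal share of 1 in 195 for each gene none of the 3 passed in IL-7Rα-/-, and J558.16.106 and J558.26.116 passed in FL. J558.26.116, a central J558 gene, fell from 1.95% ± 0.293 (SD, n = 2) in FL to 0.474% ± 0.172 (SD, n = 2) in IL-7Rα-/-. Its log2 change was −2.04 (standard error 0.37, adjusted p = 1.17e-06 from edgeR, and 0.0712 without FL replicate 1). J558.16.106, a proximal gene, fell from 1.46% ± 0.081 to 0.633% ± 0.249 (SD, n = 2 each; log2 change −1.21, standard error 0.39, adjusted p = 0.00564 from edgeR). It did not pass with TMM factors (adjusted p = 0.184), in DESeq2 (0.436), without FL replicate 1 (0.211) or without FL replicate 2 (0.272). J558.67.166, a distal gene, made up 0.580% ± 0.0811 in FL and 0.658% ± 0.423 in IL-7Rα-/- (SD, n = 2 each; log2 change 0.18, adjusted p = 0.787 from edgeR). Its direction rests on the IL-7Rα-/- replicates, at −0.69 (adjusted p = 0.047) without IL-7Rα-/- replicate 1 and 0.72 (adjusted p = 0.011) without IL-7Rα-/- replicate 2.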

**Figure 1:**
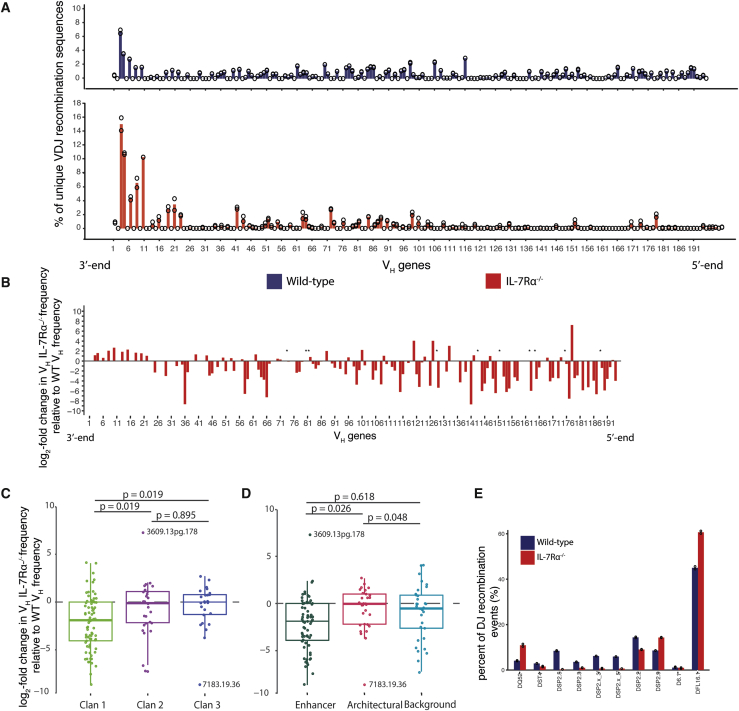
IL-7Rα^−/−^ pro-B cells have impaired V_H_ and D_H_ repertoires (A) Recombination frequencies of 195 V_H_ genes measured by VDJ-seq. WT BM pro-B cells (blue) and IL-7Rα^−^/^−^ (red) are shown. Two biological replicates are shown as open circles (bar height represents average). Reads for each V_H_ gene are shown as percentage of total reads quantified. V_H_ gene number legend is shown in Table S1. (B) The mean of each V_H_ gene was divided with the WT mean followed by log2 transformation. Only genes recombining in either genotype are shown. ^∗^ represents V_H_ genes with value 0 in IL-7Rα^−^/^−^ (only in WT). V_H_ gene raw read counts and recombining/non-recombining classification are shown in Table S1. (C and D) Log2 values for each gene in graph B (excluding those marked by ^∗^) were grouped by (C) evolutionary origin: clan 1 (n = 78), clan 2 (n = 27), and clan 3 (n = 26); ANOVA (degrees freedom [Df] = 2; F-value = 5.39; p = 0.005) and (D) chromatin state: enhancer (n = 68), architectural (n = 30), and background (n = 33); ANOVA (Df = 2; F-value = 4.54; p = 0.012). (E) Reads for each D_H_ gene as percentage of total reads quantified for two biological replicates of WT (blue) and IL-7Rα^−/−^ (red) pro-B cells.

The 195 V_H_ genes segregate into 16 families in 3 clans (Johnston et al., 2006). Their diverged evolutionary origins correlate with differential TF binding and chromatin state around V_H_ genes (Bolland et al., 2016). Because accessibility, TF expression, and chromatin state have been linked to IL-7R signaling, we investigated the relationship between recombination frequency and V_H_ gene clan or chromatin state in IL-7R^−/−^ pro-B cells. V_H_ genes in clan 1 recombine at lower frequency in the IL-7Rα^−/−^, although clan 2 and 3 V_H_ genes recombine at similar frequencies to WT (Figure 1C). 

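Clan 1 V_H_ genes made up 18.9% ± 0.906 (SD, n = 2) of the IL-7Rα-/- repertoire and 36.7% ± 0.171 (SD, n = 2) of the FL repertoire. Clan 2 made up 34.6% ± 0.826 and 27.3% ± 0.302, and clan 3 46.5% ± 0.0681 and 35.8% ± 0.165. In each clan both IL-7Rα-/- libraries lay on one side of both FL libraries (two-sided exact permutation test, p = 0.333 each). Of the 88 clan 1 genes tested by edgeR, 44 fell and 7 rose in IL-7Rα-/-, against 11 and 9 of 27 in clan 2 and 10 and 7 of 27 in clan 3. By the binomial test 71 of the 98 listed clan 1 genes recombined in FL and 38 in IL-7Rα-/-. The same counts were 25 and 19 of 38 in clan 2 and 24 and 20 of 39 in clan 3. The clans are spread unevenly along the V region, so a difference between clans is also one of position.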

When the data are broken down to V_H_ gene families, a more nuanced picture emerges. Within clan 2 and 3, 7183 and Q52, the two largest and most 3′ V_H_ families, recombine more frequently in IL-7Rα^−/−^. However, several of the smaller families in the middle region recombine less frequently (Figure S3). 

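The 7183 family made up 36.2% and 35.8% of the 2 IL-7Rα-/- repertoires and 22.8% ± 0.0253 (SD, n = 2) of the FL repertoire. The Q52 family, also at the 3′ end, made up 26.1% ± 0.0180 and 14.0% ± 0.0721. J606 and the middle family VGAM3.8 were also higher in both IL-7Rα-/- libraries than in both FL libraries, at 2.70% ± 0.0838 against 1.71% ± 0.0595 and 3.22% ± 0.671 against 2.10% and 2.38%. Families with lower shares in IL-7Rα-/- included 36-60 (4.40% ± 0.587 against 7.72% ± 0.160 in FL), X24 (1.50% ± 0.0532 against 3.08% ± 0.0953), 3609N (0.302% ± 0.104 against 1.80% and 1.40%), VH15 (0.175% ± 0.183 against 1.17% ± 0.115), VH10 (1.97% ± 0.329 against 2.57% ± 0.0239), SM7 (1.37% ± 0.165 against 1.68% ± 0.157) and VH12. S107 (2.92% ± 0.196 and 2.73% ± 0.101) and 3609 (3.74% ± 0.152 and 3.42% ± 0.389) overlapped between the groups, and SM7, VH10 and VGAM3.8 differed by less than 2 of their larger SD. J558, the family with the most genes (89), made up 14.1% ± 1.92 and 31.6% ± 0.328. All errors are SDs over 2 libraries, and the two-sided exact permutation p was 0.667 for S107 and 3609 and 0.333, the smallest possible, for the other families named.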

The enhancer state V_H_ genes (including clan 1 and the distal 3609 family from clan 2) were significantly less frequently recombined relative to the architectural state V_H_ genes (clan 2, except 3609, and clan 3; Figure 1D). However, some architectural state V_H_ families also recombined less frequently. Thus, loss of IL-7R impacts on V_H_ genes in the enhancer state (distal and middle genes) and on several middle region families in the architectural state. This distribution also applies to the clans: loss of IL-7R reduces recombination of clan 1 (mostly distal V genes) as well as the middle genes from clans 2 and 3. Importantly, this suggests that the IL-7R does not influence either clans or local chromatin states selectively but rather linear positioning in the *Igh* V region, i.e., loss of IL-7R impairs recombination of middle and 5′ V genes in the *Igh* locus.

Actively recombining D_H_ genes were also identified by binomial test. VDJ-seq revealed profound changes in individual D_H_ usage in IL-7Rα^−/−^ pro-B cells. Several centrally positioned DSP gene segments (DSP2×5′, DSP2×3′, DSP2.3, and DSP2.5) do not recombine in IL-7Rα^−/−^ pro-B cells (Figure 1E). Conversely, relative recombination frequencies of the most 3′ D_H_ gene, DQ52; the most 5′, DFL16.1; and its adjacent DSP2.9 were increased in IL-7Rα^−/−^ cells.

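The 4 central DSP gene segments made up 2.51% ± 0.437 (SD, n = 2) of D_H_ reads in IL-7Rα-/- and 33.0% ± 0.388 (SD, n = 2) in FL, a 13.2-fold difference. DSP2.5, on chromosome 12 from 114689034 to 114690062, fell from 13.4% ± 0.153 to 0.282% ± 0.0540 (SD, n = 2 each), with 88 and 76 reads left in the IL-7Rα-/- libraries. Its log2 change was −5.57 (standard error 0.18, adjusted p = 0.000898 from edgeR). DSP2.3, DSP2.x 3′ and DSP2.x 5′ fell too, with log2 changes of −1.89, −3.79 and −3.55 (adjusted p = 0.00288, 0.00562 and 0.00018 from the same test). In a binomial test by gene length, chosen after the values were seen, all 4 passed in FL and none in IL-7Rα-/-. The chance share was far higher than for V_H_ genes, at 1.02% for DSP2.3 against 0.0409% to 0.0464%. DSP2.3 kept 286 and 278 reads in IL-7Rα-/-, or 0.967%, and so fell just short. Of 34 D_H_ probes tested, 9 rose and 13 fell, and the same test with TMM factors, like DESeq2, gave 8 and 14. The 22 calls became 11 without FL replicate 1 and 12 without FL replicate 2, against 24 without IL-7Rα-/- replicate 1 and 22 without IL-7Rα-/- replicate 2.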

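DFL16.1, the most 5′ D_H_ gene (chromosome 12, 114720390 to 114721390), made up 58.8% ± 0.244 (SD, n = 2) of D_H_ reads in IL-7Rα-/- and 31.5% ± 1.28 (SD, n = 2) in FL. With D_H_ totals as library sizes it rose by a log2 change of 0.90 (standard error 0.03, adjusted p = 0.00108 from edgeR), whereas the change was 0.44 with TMM factors (adjusted p = 0.128) and −0.19 in DESeq2 (adjusted p = 0.17). Its neighbour DSP2.9 (114713610 to 114714650) made up 13.9% ± 0.0520 and 7.50% ± 0.0529, a log2 change of 0.89 (adjusted p = 0.000518 from edgeR), of 0.42 with TMM factors (0.13) and of −0.20 in DESeq2 (0.149). Their higher share therefore holds relative to the D_H_ total, from which the central DSP genes are largely missing. DQ52, the most 3′ gene (114668738 to 114669800), was lower in IL-7Rα-/-, at 10.6% ± 0.848 against 13.6% ± 0.633 (log2 change −0.36, adjusted p = 0.0302 from edgeR, and 0.0604 without IL-7Rα-/- replicate 2). DSP2.2 fell from 10.6% to 8.75% (adjusted p = 0.00562 from edgeR). DST4 fell from 2.83% to 1.50% (adjusted p = 0.0203 from edgeR, and 0.063 without FL replicate 1). D6.1, a rarely used segment, rose from 0.189% ± 0.00631 to 0.961% ± 0.237 (log2 change 2.35, adjusted p = 0.00562 from the same test).

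**Figure D1:**
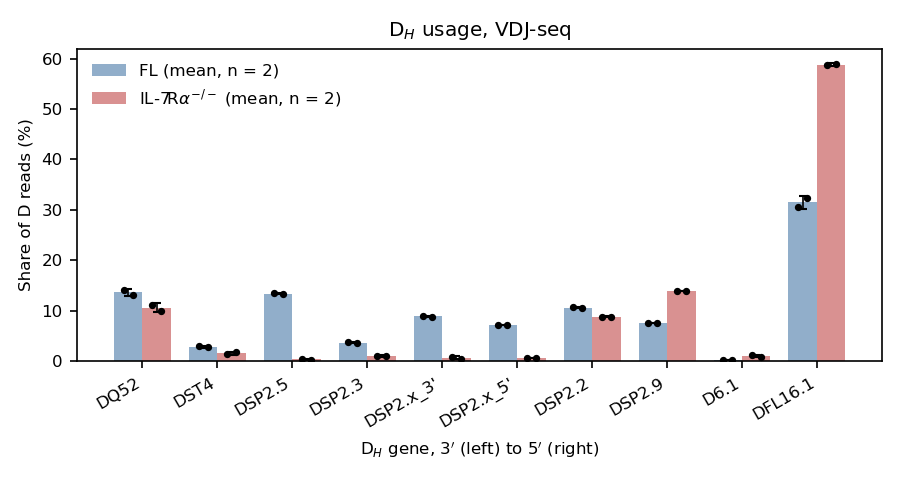
Share of D_H_ reads (%, vertical axis) of 10 D_H_ genes from the 3′ to the 5′ end in FL and IL-7Rα-/- libraries; bars are means, error bars SDs and points the 2 libraries of each group. DFL16.1 stands at 58.8% in IL-7Rα-/- and 31.5% in FL, and DSP2.5 at 0.282% and 13.4%. With DESeq2 size factors in place of D_H_ totals, DFL16.1 did not pass (log2 change −0.19, adjusted p = 0.17 from DESeq2).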

### IL-7Rα^−/−^ pro-B cells do not originate from the FL

We investigated whether recombination events in IL-7Rα^−/−^ BM were comparable to B cells derived from FL, rather than *de novo* in the BM. VDJ-seq data from WT embryonic day 15.5 pro-B cells were compared with IL-7Rα^−/−^ and WT BM. Notably, the ratio of DJ to VDJ recombinants in FL was 12:1, in contrast to WT and IL-7Rα^−/−^ BM ratios of approximately 2:1 and 1:1, respectively (Figure S3). 

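In FL, reads over D_H_ probes outnumbered those over V_H_ probes by 12.2 ± 0.682 (SD, n = 2) to 1. In IL-7Rα-/- BM the ratio was 1.25 ± 0.0838 (SD, n = 2), or 9.80-fold lower. The libraries gave 11.7 and 12.7 in FL and 1.31 and 1.19 in IL-7Rα-/- (two-sided exact permutation test, p = 0.333, the smallest possible). By the legend of Table S1 each FL library started from more DNA than a IL-7Rα-/- library, and the ratio is taken within each library. DFL16.1 and V_H_-81X are the most used D_H_ and V_H_ genes of both groups. Without these, the ratio was 9.39 in FL and 0.605 in IL-7Rα-/-, a 15.5-fold difference.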

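V_H_-81X, a gene near the 3′ end of the V region (chromosome 12, 114816715 to 114817821), was the most used V_H_ gene of the FL libraries. It made up 10.9% ± 0.137 (SD, n = 2) of V_H_ reads, with 6016 and 6671 reads in the 2 libraries. After Q52.2.4, the next most used genes were J558.8.98 (115850454 to 115851558), at 3.21% ± 0.453 (SD, n = 2), and 7183.7.10 (114863717 to 114864823), at 2.86% ± 0.262 (SD, n = 2). J558.8.98 is a proximal J558 gene far from the D_H_ genes, so frequent use in FL was not limited to the 3′ end. These shares are of each library's own V_H_ reads.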

Consistent with previous reports, the FL V_H_ gene repertoire exhibited a 3′ bias relative to WT, including more frequent use of the most recombined V_H_ gene, V_H_-81X (11% compared with 7% for WT BM; Figures 2A and S2C). However, IL-7Rα^−/−^ cells had a more pronounced phenotype, with V_H_-81X comprising 14% of VDJ recombined sequences. Additionally, many 5′ V_H_ genes recombined less frequently than in FL pro-B cells (Figure 2A). 

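V_H_-81X was also the most used V_H_ gene in IL-7Rα-/- BM, at 15.0% ± 1.30 (SD, n = 2), with 15.9% and 14.1% in the 2 libraries. It rose 1.38-fold over FL (log2 change 0.47, standard error 0.06, adjusted p = 2.5e-10 from edgeR). The gene 7183.7.10, further 5′ in the same domain, rose 3.59-fold to 10.3% ± 0.0073 (SD, n = 2; log2 change 1.85, standard error 0.11, adjusted p = 9.05e-30 from the same test). V_H_-81X and 7183.7.10 passed without any single library, with TMM factors and in DESeq2.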

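Of 145 V_H_ genes tested, 67 recombined less frequently in IL-7Rα-/- BM than in FL and 23 more frequently. Most genes that fell were 5′ of the 7183/Q52 families. In the distal J558/3609 domain 23 of 39 genes tested fell and 5 rose, and in central J558 15 of 34 fell and 2 rose. VH12.1.78, a middle gene, fell 5.23-fold from 2.13% ± 0.00114 to 0.406% ± 0.105 (SD, n = 2 each; log2 change −2.39, standard error 0.36, adjusted p = 1.53e-08 from edgeR). The middle genes X24.1.45 and 36-60.3.64 fell with log2 changes of −3.60 and −4.23 (adjusted p = 1.46e-10 and 5.41e-11 from edgeR). J558.8.98 fell by 1.59 (adjusted p = 1.08e-07 from edgeR), but not in DESeq2 (log2 change −0.81, adjusted p = 0.0707). Some 5′ genes went the other way. The distal gene 3609.12.174, picked out after its values were seen, rose from 0.269% ± 0.00366 to 1.85% ± 0.332 (SD, n = 2 each; log2 change 2.78, adjusted p = 5.34e-09 from edgeR).

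In the middle families 13 of 26 genes fell and 3 rose, in proximal J558 8 of 19 fell and 2 rose, in J606 2 of 5 fell and 1 rose, and in 7183/Q52 6 of 22 fell and 10 rose. Adjusted over each domain alone, 14 central and 7 7183/Q52 genes fell, and the other counts were the same. With TMM factors the split was 32 higher and 49 lower, and in DESeq2 34 and 47. The 90 calls became 27 without FL replicate 1 and 42 without FL replicate 2, against 104 and 109 without IL-7Rα-/- replicate 1 and IL-7Rα-/- replicate 2. Across the 145 genes the log2 change fell with distance from the D_H_ genes (Spearman's rho −0.264, permutation p = 0.00132). Across the 123 genes outside 7183/Q52 rho was −0.163 (permutation p = 0.0708). Genes are not independent replicates.

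**Figure D2:**
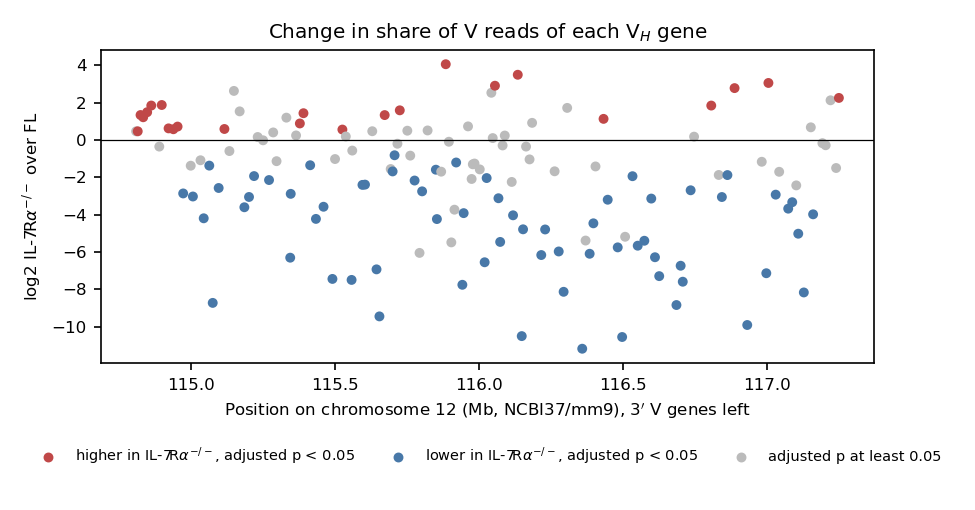
Log2 change of each V_H_ gene in IL-7Rα-/- BM over FL (vertical axis) by position on chromosome 12 of mm9 (Mb, horizontal axis); each point is a gene, red if higher, blue if lower and grey if not past the test. Of the 23 red points 10 lie in the 7183/Q52 domain at the left, and 23 blue points lie in the distal domain at the right.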

V_H_ usage within *Igh* V_H_ gene family sub-domains (Figure 2B) is distributed evenly across the locus in WT but is somewhat biased toward the D-proximal 3′ gene families in FL B cells. However, this shift is mild for all but the central and distal J558 genes (Figure 2C). 

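In FL the 7183/Q52 domain, nearest to the D_H_ genes, took 38.9% ± 0.0292 (SD, n = 2) of V_H_ reads. The middle families took 20.6% ± 0.230, J606 1.71% ± 0.0595 and proximal J558 15.9% ± 0.0923 (SD, n = 2 each). At the 5′ end, central J558 took 11.9% ± 0.156 and distal J558/3609 11.0% ± 0.135 (SD, n = 2 each). With the domain boundaries moved as in the alternative set before the data were examined, the distal share was 14.3%. The 2 FL libraries differed by under 1 percentage point in each domain.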

The IL-7Rα^−/−^ repertoire is also biased toward the 7183/Q52 V_H_ family but much more severely than FL B cells. In contrast to FL, this increase in 7183/Q52 V_H_ gene usage was mirrored by a decrease in usage for every other family except the small J606 family. Thus, recombination in IL-7Rα^−/−^ cells is markedly more biased toward the 3′ V_H_ genes than FL, suggesting IL-7Rα^−/−^ BM pro-B cells do not simply originate from FL precursors.

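The 7183/Q52 domain took 63.5% ± 0.189 (SD, n = 2) of V_H_ reads in IL-7Rα-/- BM, 1.63-fold its share in FL and 24.6 percentage points more. Each IL-7Rα-/- library was above both FL libraries (two-sided exact permutation test, p = 0.333, the smallest possible). As a set, the 22 genes tested were higher than the other V_H_ genes by camera (adjusted p = 0.0023 with the preset correlation, and adjusted p = 0.546 with an estimated correlation). Not each gene of the domain rose. 7183.19.36 had 577 and 608 reads in FL and 0 and 1 in IL-7Rα-/- (adjusted p = 3.78e-13 from edgeR).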

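Of the other domains, 4 took a smaller share of V_H_ reads in IL-7Rα-/- BM than in FL. The largest relative difference was in central J558, at 3.33% ± 0.627 (SD, n = 2) in IL-7Rα-/-, 3.57-fold lower. The middle families took 13.8% ± 2.19, proximal J558 10.4% ± 2.17 and distal J558/3609 6.21% ± 0.875 (SD, n = 2 each), the last a difference of −4.80 percentage points from FL. The small J606 domain took 2.70% ± 0.0838 (SD, n = 2) in IL-7Rα-/-, more than in FL. Each difference exceeds the replicate SD, with the smallest possible exact p. By camera none of these domains stood apart from the other V_H_ genes at the preset correlation (adjusted p = 0.232 to 0.953, and 0.546 to 0.966 with an estimated correlation). For the distal domain the unadjusted camera p was 0.0773. With the other domain boundaries it was 0.0174 (adjusted p = 0.0522).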

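The 3′ bias was present in each IL-7Rα-/- library. The 7183/Q52 domain took 63.4% and 63.6% of V_H_ reads in the IL-7Rα-/- replicates and 38.9% and 38.8% in the FL replicates. The spread within each genotype was far smaller than the difference between them. The IL-7Rα-/- mice were adults and the FL cells embryonic, so genotype, age and tissue differ together in this comparison. From these differences, the paper proposes that IL-7Rα-/- BM pro-B cells do not simply originate from FL precursors.

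**Figure D3:**
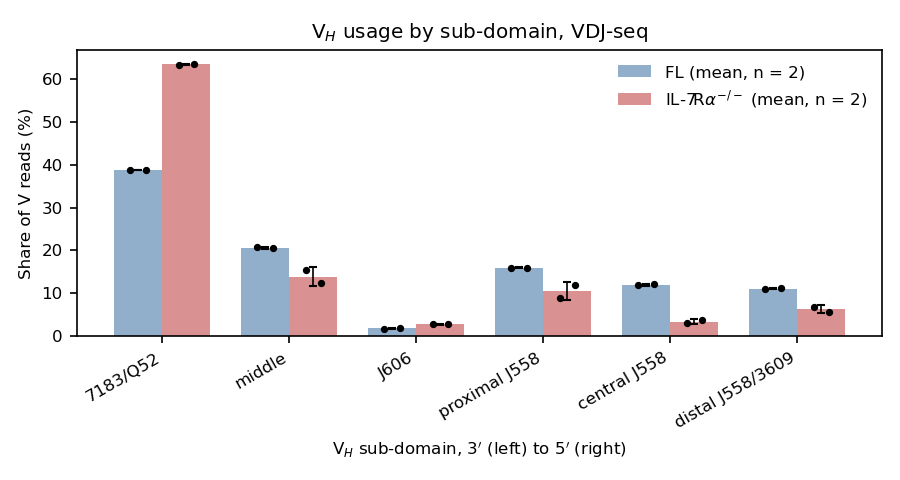
Share of V_H_ reads (%, vertical axis) of each *Igh* V_H_ sub-domain from the 3′ to the 5′ end in FL and IL-7Rα-/- libraries; bars are means, error bars SDs and points the 2 libraries of each group. The 7183/Q52 domain stands at 63.5% in IL-7Rα-/- and 38.9% in FL, and central J558 at 3.33% and 11.9%.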

**Figure 2:**
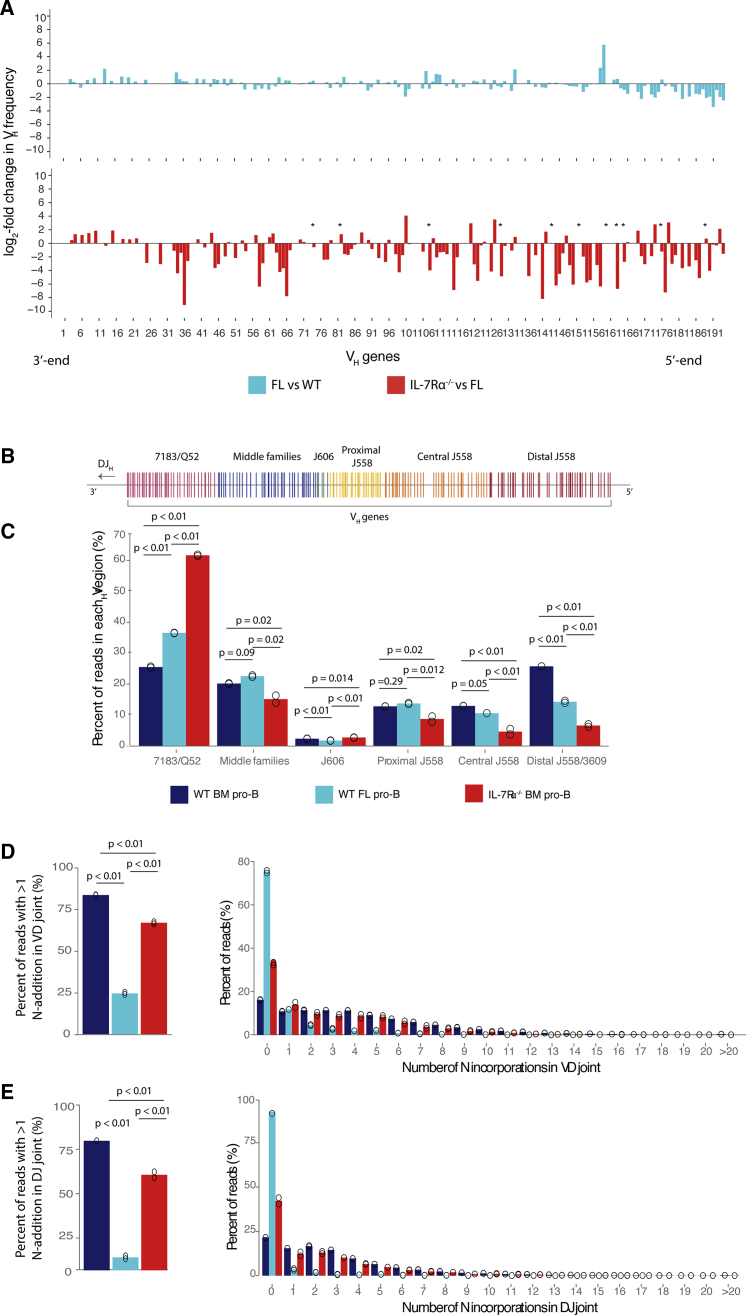
V_H_ gene use in FL pro-B cells is less restricted than IL-7Rα^−/−^, and VDJ sequences in IL-7Rα^−/−^ and WT show similar N**-**incorporations (A) Average of two WT, two FL, and two IL-7Rα^−/−^ biological replicates calculated for each V_H_ gene. To display changes between WT and FL frequencies, V_H_ frequencies for FL were divided with the WT mean value and log2 transformed (light blue). Only genes active in either genotype are shown. FL and IL-7Rα^−/−^ frequencies are compared (red). ^∗^ represents V_H_ genes with value 0 in IL-7Rα^−/−^ replicates. (B) Representation of all V_H_ gene segments, colored by family domains. (C) Quantified VDJ-seq reads over each V_H_ gene merged for each family domain and calculated as a percent of total quantified reads for WT (dark blue) and IL-7Rα^−/−^ (red) BM pro-B cells and wild-type FL pro-B cells (light blue). Each open circle represents a biological replicate (n = 2). 7185/Q52, ANOVA (Df = 2; F-value = 11,961; p = 0.01); middle families, ANOVA (Df = 2; F-value = 29.4; p = 0.01); J606, ANOVA (Df = 2; F-value = 93.14; p = 0.002); proximal J558, ANOVA (Df = 2; F-value = 26.70; p = 0.012); central J558, ANOVA (Df = 2; F-value = 67.82; p = 0.003); distal J558, ANOVA (Df = 2; F-value = 917.6; p < 0.001). (D and E) VDJ-seq libraries analyzed with IMGT to determine number of nucleotides inserted into junctions during VDJ recombination: (D) junction between V_H_ and D_H_ (ANOVA [Df = 2; F-value = 3,578.5; p < 0.001]) and (E) junction between D_H_ and J_H_ gene segments (ANOVA [Df = 2; F-value = 1,037.4; p < 0.001]) of WT (dark blue) and IL-7Rα^−/−^ (red) BM and wild-type FL (light blue) recombination events. Number of sequences with more than 1 N-addition (left) and distribution of sequences with N-additions (right) is shown as percent of all mapped VDJ-seq sequences.

To distinguish whether VDJ_H_ sequences in IL-7Rα^−/−^ BM cells are derived from FL or adult BM, we analyzed VDJ-seq libraries with IMGT to compare non-templated (N-) incorporations within VD_H_ and DJ_H_ junctions. Terminal deoxynucleotide transferase (TdT), which inserts N-nucleotides, is absent in FL and first expressed in pro-B cells in the BM (Feeney, 1990; Li et al., 1993). Accordingly, we identified very few N-additions in FL junctions; only 25% and 15% had more than one incorporation in the VD and DJ junction, respectively. In contrast, around 80% of VD and DJ junctions in WT BM had N-additions (Figures 2D and 2E). 60% of VD and DJ joins from IL-7Rα^−/−^ cells also had N-additions. IL-7Rα^−/−^ and WT sequences also had a similar distribution, including up to 10 additions (Figures 2D and 2E). Together, these data demonstrate that IL-7Rα^−/−^ pro-B cells undergo V(D)J recombination *de novo* in the BM, but loss of the IL-7Rα severely restricts usage of V_H_ and D_H_ genes in the formation of the primary *Igh* repertoire.

### IL-7R signaling does not influence local V gene chromatin state

We next investigated how IL-7R signaling may regulate V(D)J recombination. Reduction in recombination of 5′ V_H_ genes in IL-7Rα^−/−^ BM, together with normal DJ/VDJ ratios, suggests that signaling through IL-7R is specifically required for 5′ V_H_ gene recombination. We first asked whether altered Recombination Signal Sequence (RSS) accessibility could account for this reduced recombination, because the local enhancer chromatin state is predominantly associated with 5′ V_H_ genes (Bolland et al., 2016). We performed ATAC-seq to identify accessible DNA in a chromatin context (Pulivarthy et al., 2016). We performed these experiments in Rag recombinase-deficient models, which cannot recombine Ig loci, thereby enabling analysis of the intact, poised *Igh* locus and avoiding interference from loss of sequence, or elevated V_H_ gene expression, due to recombination. We compared Rag2^−/−^ pro-B cells (which express the endogenous IL-7R) with IL-7Rα^−/−^ × Rag2^−/−^ (referred to as IL-7Rα/Rag2^−/−^) BM. 

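ATAC-seq cuts accessible DNA with the Tn5 transposase and sequences the ends. It was run on 70000 to 100000 B220+ CD19+ CD43+ BM cells, after magnetic depletion with antibodies against CD11b, Ly6G, Ly6C, Ter119 and CD3e. There were 2 libraries from Rag2-/- mice of 10 to 12 weeks (1 female and 1 male) and 2 from IL-7Rα/Rag2-/- mice of 6 to 8 weeks, so age and genotype differ together. The authors mapped reads with Bowtie2 to NCBI37 (mm9) and deposited counts in 251 windows of 50 bp, of which 103 lie over Vκ RSSs and the others over V_H_ RSSs. Whether Tn5 insertions were shifted is not given in the sources used here.

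All RSS windows together held 304 and 612 reads in the Rag2-/- libraries and 684 and 441 in the IL-7Rα/Rag2-/- libraries. Of these, 220, 469, 474 and 324 were at V_H_ RSSs, so most windows held few reads. Tests used RSSs with at least 10 reads over the 4 libraries (60 RSSs, 45 of them V_H_) in edgeR with TMM factors. Counts of reads from outside these windows are not in the file, so all changes are relative to the RSS reads themselves. The median log2 change over all RSSs tested was 0.19 with TMM factors, −0.13 with the totals and 0.34 with DESeq2 size factors.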

Duplicate libraries for both genotypes were highly correlated, indicating the data are highly reproducible (Figure S1).

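Replicates correlated weakly over the RSS windows. Across 251 RSSs, Spearman's correlation between replicate counts was 0.418 in Rag2-/- and 0.411 in IL-7Rα/Rag2-/- cells. The correlations are across RSSs, which are not independent replicates. The replicates differed by more than the sampling noise (chi-square p = 0.000638 in Rag2-/- and 8.12e-05 in IL-7Rα/Rag2-/-). The biological coefficient of variation was 0.431 in edgeR. As an example of the counts, VH15.1.95, which Fig. 3 names, had 9 and 27 reads in Rag2-/- and 8 and 4 in IL-7Rα/Rag2-/-. The highest count at 1 RSS was 57, at 3609.3.139 in Rag2-/- replicate 2, picked out after its values were seen. Windows outside the RSSs, on which a genome-wide correlation would rest, were not analysed here.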

In Rag2^−/−^ pro-B cells, V_H_ RSSs coincided with a peak of accessibility (Figure 3A). V_H_ RSSs in IL-7Rα/Rag2^−/−^ cells had a similar highly accessible profile, suggesting IL-7R signaling does not activate local accessibility over V_H_ RSSs. 

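No V_H_ RSS differed in accessibility between the genotypes at an adjusted p under 0.05. Of 45 V_H_ RSSs tested, edgeR called 0 and DESeq2 0, while 3 and 2 of them had an unadjusted p under 0.05. In the 2 Rag2-/- libraries the 7183/Q52 domain held 16.8% and 12.6% of V_H_ RSS reads and the distal J558/3609 domain 17.7% and 16.4%. In the IL-7Rα/Rag2-/- libraries these were 15.0% and 9.57%, and 18.6% and 23.1%. Central J558 held 22.3% and 24.1% in Rag2-/- and 20.5% and 27.5% in IL-7Rα/Rag2-/-, and proximal J558 26.4% and 30.3%, and 22.8% and 22.5%. The middle domain held 12.7% and 14.7% in Rag2-/- and 18.4% and 15.4% in IL-7Rα/Rag2-/-. Both IL-7Rα/Rag2-/- libraries lay above both Rag2-/- libraries in the middle and distal domains and below them in proximal J558 (two-sided exact permutation test, p = 0.333 each, the smallest possible), while 7183/Q52, J606 and central J558 overlapped. In counts simulated at these means and depths over 60 RSSs, the test recovered 1 of 6 RSSs changed 2-fold and 3 of 6 changed 4-fold, too few to give a rate.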

The Igκ light chain V gene (Vκ) RSSs were used as a negative control because the Igκ locus does not become fully activated until the pre-B stage (Matheson et al., 2017). Accordingly, Vκ RSSs were less accessible than V_H_ RSSs (Figures 3A and 3B). 

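V_H_ RSSs held more reads than Vκ RSSs in all 4 libraries. In the 2 Rag2-/- libraries a V_H_ RSS had on average 1.49 and 3.17 reads and a Vκ RSS 0.816 and 1.39, a 1.82-fold and 2.28-fold difference. Reads were found at 67 and 99 V_H_ RSSs and at 39 and 58 Vκ RSSs. With 1 CPM of RSS reads added, the mean log2 difference between V_H_ and Vκ RSSs was 1.12 and 1.53. As 1 CPM is far below 1 read here, this value depends mostly on how many windows held any read, and with 1 read added, chosen after the values were seen, it was 0.257 and 0.417. A permutation test over RSSs of the former gave p = 0.170 and 0.0421, or 0.170 and 0.164 adjusted over the 4 libraries. Each test is within 1 library and takes RSSs as units, which are not replicates.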

Notably, this pattern was similar in Rag2^−/−^ and IL-7Rα/Rag2^−/−^ pro-B cells, suggesting that Igκ Vκ genes are not activated prematurely in the absence of the IL-7Rα.

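Without IL-7Rα the mean read number was also higher at V_H_ than at Vκ RSSs. In the 2 IL-7Rα/Rag2-/- libraries a V_H_ RSS had 3.203 and 2.19 reads and a Vκ RSS 2.04 and 1.14, a 1.57-fold and 1.93-fold difference. The mean log2 difference with 1 CPM added was 0.98 and 1.29 (permutation p = 0.123 and 0.101, adjusted p = 0.164 each). It averaged 1.32 ± 0.288 (SD, n = 2) in Rag2-/- and 1.14 ± 0.222 (SD, n = 2) in IL-7Rα/Rag2-/- (two-sided exact permutation test, p = 0.667). The genotypes differed by −0.188, or by −0.391 without Rag2-/- replicate 1 and 0.0159 without Rag2-/- replicate 2. V_H_ RSSs held 74.5% ± 3.02 of RSS reads in Rag2-/- and 71.4% ± 2.95 in IL-7Rα/Rag2-/- (SD, n = 2 each, exact permutation p = 0.667). Over RSSs with at least 10 reads the mean log2 difference between V_H_ and Vκ over the 4 libraries was 0.286 in place of 1.23, with −0.368 and 1.54 in the Rag2-/- and 0.410 and −0.436 in the IL-7Rα/Rag2-/- libraries, and the genotypes differed by −0.598. Among the 60 RSSs tested, V_H_ and Vκ together, edgeR called 0 and DESeq2 0, with Vκ RSSs included in each. Among Vκ RSSs the lowest p was at the window from 68206818 to 68206868 on chromosome 6, picked out after its values were seen. This window had 0 and 0 reads in Rag2-/- and 10 and 2 in IL-7Rα/Rag2-/- (adjusted p = 0.136 from edgeR).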

**Figure 3:**
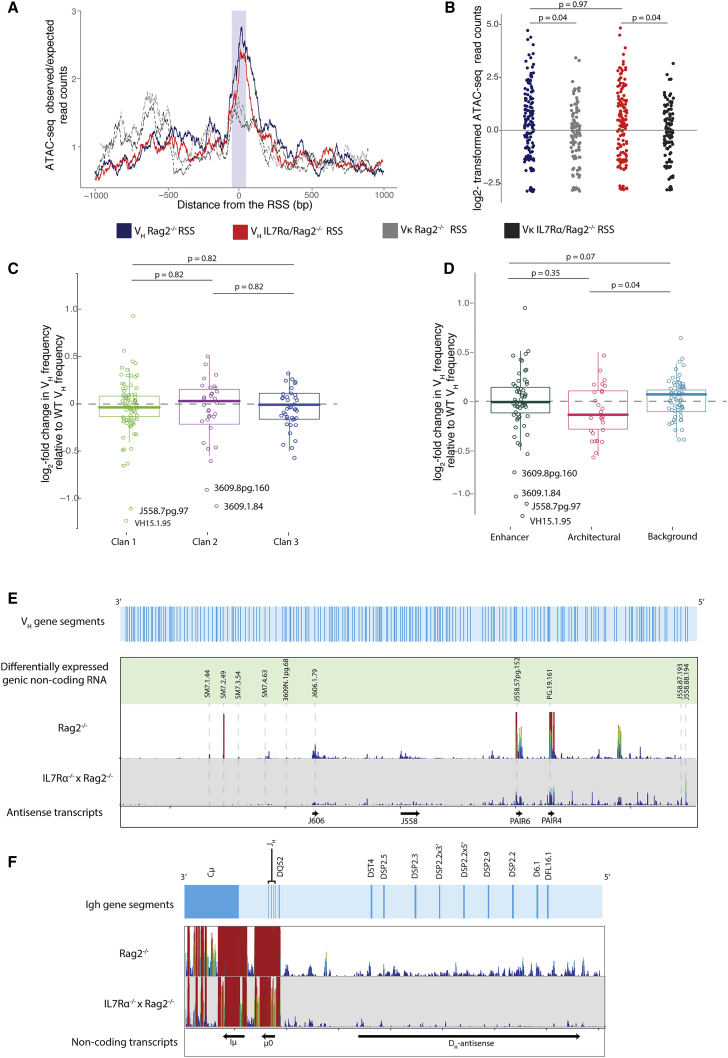
IL-7Rα^/^Rag2^−/−^ pro-B cells show no significant changes in RSS accessibility but striking loss of non-coding transcription over the *Igh* locus (A) Accessibility over the V_H_ and Vκ RSSs in Rag2^−/−^ and IL-7Rα^/^Rag2^−/−^ pro-B cells. Accessibility tracks over a 1,000-bp region centered on the RSS. ATAC-seq reads were quantified over each bp. Each track is an average for all Rag2^−/−^ V_H_ (blue) and Vκ (dotted gray) RSSs and IL-7Rα/Rag2^−/−^ V_H_ RSSs (red) and Vκ (dotted black). Purple area represents the RSS. (B) ATAC-seq reads over a 50-bp region over V_H_ (n = 195) and Vκ (n = 162) RSS for Rag2^−/−^ and IL-7Rα/Rag2^−/−^. ANOVA (Df = 3; F-value = 3.68; p = 0.012). (C and D) Differential expression for each RSS calculated by DESeq2 was grouped by (C) evolutionary origin: clan 1 (n = 78), clan 2 (n = 27), and clan 3 (n = 26); ANOVA (Df = 2; F-value = 0.27; p = 0.77) and (D) chromatin state: enhancer (n = 68), architectural (n = 30), and background (n = 33); Kruskal-Wallis test (Df = 2; chi-square = 7.51; p = 0.023) plus pairwise Wilcox test (adjusted by Benjamini and Hochberg method) to calculate p value. (E and F) RNA-seq reads for Rag2^−/−^ and IL-7Rα^/^Rag2^−/−^ were quantified per 60-bp bins along the *Igh* locus and normalized by rpm. Height and color of bars represent number of reads over each probe: high red bars have more reads than short blue bars. Each track was generated from average of two biological replicate RNA-seq libraries. (E) Transcription over the V_H_ region. Top light blue track: location of all V_H_ genes is shown. Transcription over ten significantly differentially expressed V_H_ genes (Table S2) in green track (gray dotted line marks their location) is shown; locations of antisense intragenic non-coding transcripts are shown as black arrows. (F) Transcription over D_H,_ J_H_ and C_H_ regions. Gene locations are shown in light blue track. Intergenic non-coding transcripts, black arrows.

We divided the RSSs into clans and chromatin states to test whether these groups showed different accessibility patterns in IL-7Rα/Rag2^−/−^. 

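No difference between the 3 clans was detected in how the accessibility of their V_H_ RSSs changed between Rag2-/- and IL-7Rα/Rag2-/- cells. The mean log2 change was 0.47 ± 1.79 (SD over 21 RSSs) in clan 1, −0.04 ± 1.22 (SD over 12) in clan 2 and 0.24 ± 0.446 (SD over 11) in clan 3. The largest difference between clan means was 0.504 (permutation test over 44 RSSs, p = 0.645). Without single libraries it lay between 0.634 and 1.28, with DESeq2 fold changes it was 0.464 and with no filter on low counts 0.103, and the lowest of these p was 0.229. RSSs are not independent replicates, and the RSSs of the main test are those with at least 10 reads.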

There was no significant difference between clans (Figure 3C). RSS accessibility in both enhancer and architectural groups was significantly reduced compared to the background state V_H_ genes, which showed a small increase in RSS accessibility relative to WT (Figure 3D). Together, these data indicate little difference in local accessibility at recombining V_H_ genes in the absence of the IL-7Rα.

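The V_H_ RSSs with the largest differences rested on few reads. J558.42.132, a central gene (RSS on chromosome 12 from 116175279 to 116175329), had 0 and 0 reads in Rag2-/- and 7 and 8 in IL-7Rα/Rag2-/- (adjusted p = 0.136 from edgeR). J558.68pg.168, a distal pseudogene, had 0 and 1 reads in Rag2-/- and 13 and 3 in IL-7Rα/Rag2-/- (adjusted p = 0.212 from edgeR). VH12.1.78, one of the genes that recombined less in IL-7Rα-/- BM, had 3 and 2 and then 15 and 5 reads (adjusted p = 0.571 from edgeR). In the other direction 3609.1.84 had a log2 change of −1.55 and VH15.1.95 of −1.54, neither past the test. None of these passed in any setting tried, DESeq2 included. From such comparisons, with those by chromatin state, the paper concludes that local accessibility at recombining V_H_ genes differs little without IL-7Rα.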

### *Igh* antisense intergenic transcription, but not V_H_ genic transcription, is impaired in IL-7Rα^−/−^ pro-B cells

Non-coding transcription has been proposed to promote chromatin accessibility to facilitate *Igh* V_H_ gene recombination. The *Igh* V_H_ region has short non-coding genic sense transcripts at V_H_ promoters (Yancopoulos and Alt, 1985; Corcoran et al., 1998) and long intergenic antisense transcripts (Bolland et al., 2004, 2016; Verma-Gaur et al., 2012). 

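RNA-seq was run on about 200000 sorted B220+ CD19+ CD43+ BM cells per library, from 2 Rag2-/- and 2 IL-7Rα/Rag2-/- replicates, depleted and aged as for ATAC-seq. The mice differ in *Il7r*, and *Rag2* is disrupted in all of them. *Il7r* had 18134 and 9033 reads in the Rag2-/- libraries and 10522 and 2947 in the IL-7Rα/Rag2-/- libraries (log2 change −1.16, standard error 0.54, adjusted p = 0.209 from edgeR, and 0.000803 without IL-7Rα/Rag2-/- replicate 1). *Rag2* had 15931 and 6327, and 8069 and 1022 reads. Both are counts over the whole gene, which do not show the deleted part of either allele and so check no label. The authors mapped the reads to NCBI37 (mm9) and counted them in SeqMonk without regard to strand, over annotated genes, V_H_ gene probes and intergenic *Igh* regions together.

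The libraries held 57874494 and 22048833 reads over all features in Rag2-/- and 42423771 and 42340308 in IL-7Rα/Rag2-/-. Of 32323 features, the 18225 with enough reads were tested by edgeR with TMM factors, and an adjusted p under 0.05 was taken as a change. The median log2 change over all tested was 0.06 with TMM factors and 0.03 with the other scalings. Across 32317 features, Spearman's correlation between replicates was 0.966 in Rag2-/- and 0.949 in IL-7Rα/Rag2-/-, and the biological coefficient of variation was 0.368. CPM stands for reads scaled to the same TMM-adjusted library size.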

To investigate changes in the absence of IL-7R signaling, we performed RNA-seq (Figures S1G–S1I). This revealed that there is generally little V_H_ genic transcription over the 3′ V genes; 31 of the 39 most D-proximal V genes showed no transcription in Rag2^−/−^ pro-B cells. 

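Transcription over the 3′ V_H_ genes was rarely detected in Rag2-/- pro-B cells. Of the 39 most D-proximal V_H_ genes, 34 had 0 reads in both libraries and 36 had at most 2 reads in all, with 10 reads at the most. In IL-7Rα/Rag2-/- cells 36 of them had 0 reads. Of the other 156 V_H_ genes, 39 had 0 reads in Rag2-/- cells. A count of 0 over both Rag2-/- libraries allows up to 3 reads, so lower levels were not detectable at this depth. The counts do not use strand.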

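Of the 90 V_H_ gene probes with enough reads to test, 7 were lower in IL-7Rα/Rag2-/- than in Rag2-/- cells and none was higher by edgeR. At an unadjusted p under 0.05 there were 22, and DESeq2 called 9. J558.57pg.152 fell from 11.9 ± 1.96 to 0.905 ± 0.101 CPM (SD, n = 2 each; log2 change −3.71, standard error 0.41, adjusted p = 0.0039 from edgeR). PG.19.161 fell by 3.49 on the log2 scale (adjusted p = 0.0161 from edgeR), and did not pass without Rag2-/- replicate 1 (0.0575) or Rag2-/- replicate 2 (0.0725). J606.1.79 fell by 3.75 (adjusted p = 0.0127 from edgeR, but 0.0825 and 0.0764 without Rag2-/- replicate 1 and Rag2-/- replicate 2). These 3 genes lie inside the antisense transcripts PAIR4, PAIR6 and J606, and the libraries cannot tell their strands apart. 3609N.1pg.68 had 34 and 7 reads in Rag2-/- and 0 and 0 in IL-7Rα/Rag2-/-, at least 14.5-fold lower against a floor of 3 reads over both libraries (adjusted p = 0.0412 from edgeR, but 0.231 and 0.0857 without Rag2-/- replicate 1 and Rag2-/- replicate 2). The 7 calls became 2 without Rag2-/- replicate 1, 2 without Rag2-/- replicate 2, 15 without IL-7Rα/Rag2-/- replicate 1 and 22 (11 of them higher) without IL-7Rα/Rag2-/- replicate 2.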

Very few non-coding V_H_ genic transcripts were differentially expressed between IL-7Rα/Rag2^−/−^ and Rag2^−/−^ cells (Table S2). 

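The V_H_ family SM7 has 4 members in the middle region, and 3 of them fell in IL-7Rα/Rag2-/- cells. SM7.2.49, on chromosome 12 from 115232680 to 115233784, fell from 9.31 ± 3.66 to 0.153 ± 0.112 CPM (SD, n = 2 each; log2 change −5.89, standard error 0.72, adjusted p = 0.00532 from edgeR). SM7.3.54 had 29 and 9 reads in Rag2-/- and 0 and 0 in IL-7Rα/Rag2-/-, at least 13.5-fold lower (adjusted p = 0.0369 from edgeR, but 0.19 and 0.0991 without Rag2-/- replicate 1 and Rag2-/- replicate 2). SM7.4.63 had 20 and 15 reads in Rag2-/- and 1 and 0 in IL-7Rα/Rag2-/-, a ratio of 37.2 with a 95% counting interval of 6.25 to 1511 (adjusted p = 0.0476 from edgeR). It did not pass without Rag2-/- replicate 1 (0.166), Rag2-/- replicate 2 (0.208) or IL-7Rα/Rag2-/- replicate 2 (0.0591), nor in DESeq2 (0.0548). The fourth member, SM7.1.44, had 101 and 27 reads in Rag2-/- and 5 and 0 in IL-7Rα/Rag2-/- (log2 change −4.59, standard error 1.23, adjusted p = 0.0556 from edgeR). It passed in DESeq2 (0.00344). The intervals and floors cover counting error only.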

Notable exceptions included all four members of the middle region SM7 family, highly abundant in Rag2^−/−^ but almost completely absent in IL-7Rα/Rag2^−/−^ cells. Conversely, two of the most 5′ V_H_ genes, J558.88.194 and J558.87.193, not transcribed in Rag2^−/−^ pro-B cells, are highly expressed in IL-7Rα/Rag2^−/−^ pro-B cells (Figure 3E). 

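J558.88.194, near the 5′ end of the V region (chromosome 12, 117238239 to 117239343), had 0 and 0 reads in Rag2-/- and 226 and 12 in IL-7Rα/Rag2-/-, at least 74.6-fold higher. It did not pass in edgeR (adjusted p = 0.0577), where the IL-7Rα/Rag2-/- replicates differ widely. It passed with the totals as scaling (0.0451) and in DESeq2 (5.2e-05). J558.87.193 (117218913 to 117220017) had 4 and 1 reads in Rag2-/- and 117 and 4 in IL-7Rα/Rag2-/-. Its log2 change was 4.47 (standard error 1.63, adjusted p = 0.123 from edgeR), with an adjusted p of 0.0281 in DESeq2. Most reads of both genes came from IL-7Rα/Rag2-/- replicate 1.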

Long intergenic antisense non-coding transcripts in the V_H_ (Pax5-activated intergenic repeat 4 [PAIR4], PAIR6, J558, and J606) and DJ_H_ regions (Iμ, μ0, and D_H_-antisense) were also analyzed. Although the RNA-seq libraries were not strand specific, these known transcripts are easily distinguished from the much less frequently transcribed genic transcripts in Rag2^−/−^ pro-B cells (Figure 3E). Strikingly, antisense transcription throughout the V_H_ region was almost completely absent in IL-7Rα/Rag2^−/−^ pro-B cells. 

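The 4 antisense regions of the V_H_ domain were transcribed in Rag2-/- cells and much lower in IL-7Rα/Rag2-/- cells. PAIR6 (chromosome 12, 116645041 to 116668355) had 466 ± 79.1 CPM (SD, n = 2) in Rag2-/- and 51.5 ± 40.2 (SD, n = 2) in IL-7Rα/Rag2-/-, 9.04-fold lower. PAIR4 (116500465 to 116526625) had 215 ± 46.5 and 30.1 ± 19.1, 7.16-fold lower. The J606 region (115617326 to 115646787) had 37.8 ± 2.92 and 5.61 ± 1.48, and the J558 region (115996674 to 116086353) 26.8 ± 6.82 and 4.87 ± 0.573. All errors are SDs over 2 libraries. Both IL-7Rα/Rag2-/- libraries were below both Rag2-/- libraries in each region (two-sided exact permutation test, p = 0.333, the smallest possible), and reads remained in all of them.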

DESeq2 revealed significant reduction in all V_H_ antisense transcripts tested (Table S2). Furthermore, although sense transcription over the J_H_ (μ0) or the C_H_ (Iμ) transcript regions was relatively unchanged (Table S2), D_H_ antisense transcription was almost completely lost over the entire DJ_H_ region in IL-7Rα/Rag2^−/−^ cells (Figure 3F).

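All 4 V_H_ antisense transcripts fell by edgeR as well. The log2 change in edgeR was −2.75 at J606 (standard error 0.31, adjusted p = 0.00426), −2.46 at J558 (0.33, 0.00714), −2.84 at PAIR4 (0.49, 0.0161) and −3.18 at PAIR6 (0.60, 0.0208). J558 did not pass without Rag2-/- replicate 1 (adjusted p = 0.0707). Transcripts of other cell types moved with genotype in the same libraries. *Hbb-b1*, a globin gene of red cells, rose from 12.8 ± 2.99 to 3371 ± 630 CPM (SD, n = 2 each; log2 change 8.04, adjusted p = 0.00075 from edgeR). *Cd19*, the B cell marker of the sort, had 413 and 378 CPM in Rag2-/- and 350 and 35.7 in IL-7Rα/Rag2-/- (log2 change −1.03, standard error 0.90, adjusted p = 0.495 from the same test).

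**Figure D4:**
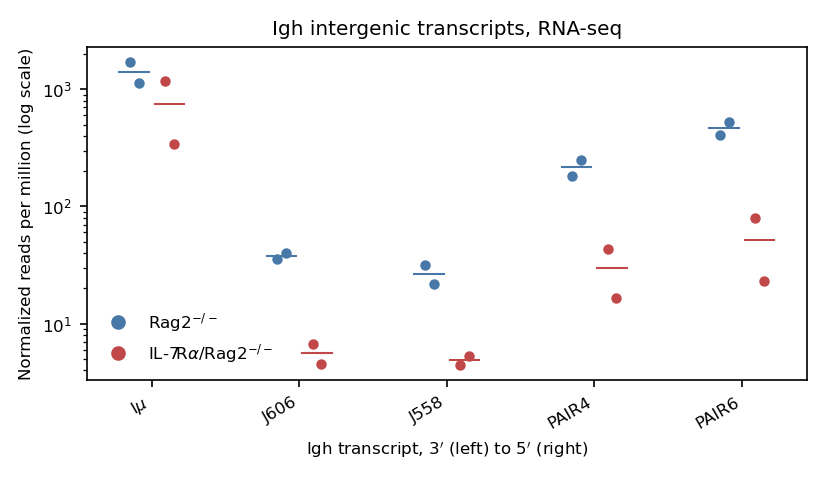
CPM (log axis, vertical) over Iµ and the antisense regions J606, J558, PAIR4 and PAIR6 in Rag2-/- and IL-7Rα/Rag2-/- libraries; points are libraries and lines means. PAIR6 stands at 466 and 51.5, and the Iµ libraries of the 2 genotypes overlap.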

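Iµ, the sense transcript from the intronic enhancer (RNA-Iu in the deposited counts, chromosome 12, 114658022 to 114662174), had 1413 ± 413 CPM (SD, n = 2) in Rag2-/- and 755 ± 582 (SD, n = 2) in IL-7Rα/Rag2-/-. It did not pass the test (log2 change −0.90, standard error 0.58, adjusted p = 0.348 from edgeR). Without IL-7Rα/Rag2-/- replicate 1 the change was −2.04, so the IL-7Rα/Rag2-/- replicates differ here. The region contains the annotated *Ighm* gene (114659078 to 114660941), which alone had 1314 CPM in Rag2-/- and 703 in IL-7Rα/Rag2-/-. Most of the signal called Iµ here therefore lies over *Ighm*. Antisense transcription of the D_H_ region and µ0 have no probe of their own in the deposited counts and were not analysed. The annotated D_H_ segments 5′ of DQ52, 20 features of 10 to 29 bp chosen after their values were seen, held 44 and 14 reads in all in Rag2-/- and 1 and 1 in IL-7Rα/Rag2-/- (exact permutation test, p = 0.333).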

### EBF1, PAX5, and other key B-cell-lineage-specifying genes are mis-regulated in IL-7Rα^−/−^ pro-B cells

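Without IL-7Rα 2905 of 18225 features changed, 2197 of them upward and 708 downward. The complement gene *C3* had 0 reads in Rag2-/- cells and was at least 1829-fold higher in IL-7Rα/Rag2-/- cells, and the receptor gene *Tlr8* at least 912-fold. *Mcpt8*, a basophil protease gene, went from 1 read to 6422 (ratio 6041, 95% counting interval 1084 to 238661). *Cd209d*, *Ifitm6*, *Cd209a*, *Klk1*, *Alox15*, *Clec4b1*, *Slc38a5*, *Apol11b* and *Ccl3* also had no reads in Rag2-/- cells and rose at least 327-fold. Among the 12 largest falls, the largest that held without any single library was in *Ston1* (log2 change −5.68, adjusted p = 0.00765 from edgeR).

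*Cxcr5*, a chemokine receptor gene of B cells, fell from 32.1 ± 7.01 to 0.706 ± 0.702 CPM (SD, n = 2 each; log2 change −5.51, adjusted p = 0.0087 from edgeR). *Bcat1*, which encodes an aminotransferase of branched-chain amino acids, fell from 105 ± 0.0594 to 3.75 ± 1.31 (log2 change −4.81, standard error 0.34, adjusted p = 0.00126 from the same test). *Tnfrsf8*, *Fzd6*, *Mmrn1* and *Enpep* fell too (log2 changes −5.54, −5.11, −4.90 and −4.95). *Myl10*, *Xkr7*, *Folr4*, *Wnk2* and *Sit1* fell (log2 changes −5.91, −5.81, −5.70, −5.37 and −4.72) but lost their call in edgeR without one Rag2-/- replicate (adjusted p = 0.13 for *Myl10* without Rag2-/- replicate 2, and 0.141, 0.0834, 0.052 and 0.0658 for the others without Rag2-/- replicate 1). All 19 measured genes of a red cell and megakaryocyte list, written before the data were examined, rose, with a median log2 change of 7.58. All 19 also rose adjusted over the list alone (camera adjusted p = 3.38e-19, and adjusted p = 0.273 with an estimated correlation). Ter119 depletion is directed at red cells.

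DESeq2 called 4297 features (2908 higher, 1389 lower). The count was 882 without Rag2-/- replicate 1 and 1289 without Rag2-/- replicate 2, against 5081 without IL-7Rα/Rag2-/- replicate 1 and 5617 without IL-7Rα/Rag2-/- replicate 2. None of the 2905 changed direction in these fits. In counts simulated over 18225 features, the test recovered 6% of genes changed 2-fold and 41% of those changed 4-fold.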

We next examined genome-wide alterations in gene expression in the absence of the IL-7R (Figure S4). Gene set enrichment analysis (GSEA) confirmed the essential role of IL-7R signaling in cell cycle and clonal expansion as genes related to E2F, G2M checkpoint, and MYC were downregulated in the IL-7Rα/Rag2^−/−^ cells (Figures S4B–S4D). 

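Genes of the cell cycle were slightly lower in IL-7Rα/Rag2-/- cells as groups. The 54 E2F targets had a median log2 change of −0.14, with 2 lower and none higher by edgeR (2 lower adjusted over the list alone; camera adjusted p = 0.0334, and adjusted p = 0.556 with an estimated correlation). The 51 G2M checkpoint genes had a median of −0.24, with 1 lower (none adjusted over the list alone; camera adjusted p = 0.000471, and adjusted p = 0.556 with an estimated correlation). Without IL-7Rα/Rag2-/- replicate 2 neither list passed (camera adjusted p = 0.416 for E2F and 0.0944 for G2M). The 44 MYC targets had a median of 0.25, with 1 higher and none lower (1 adjusted over the list alone), and did not pass (camera adjusted p = 0.225, and adjusted p = 0.685 with an estimated correlation). *Prim2*, an E2F target that encodes a primase subunit, fell from 310 to 79.5 CPM (log2 change −1.96, standard error 0.25, adjusted p = 0.0061 from edgeR). The lists were written by hand before the data were examined and are shorter than the hallmark sets of the paper.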

Consistent with previous reports, expression of both *Ebf1* and *Pax5* was substantially reduced in IL-7Rα/Rag2^−/−^ pro-B cells (Table S3). 

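*Ebf1*, the gene of a transcription factor that sets up the B cell programme (chromosome 11, 44430819 to 44821593), fell from 5087 ± 615 CPM (SD, n = 2) in Rag2-/- to 834 ± 543 (SD, n = 2) in IL-7Rα/Rag2-/-, a log2 change of −2.61 (standard error 0.51, adjusted p = 0.0231 from edgeR, and 0.052 without Rag2-/- replicate 1). *Pax5*, the gene of the B cell commitment factor (chromosome 4, 44544017 to 44724318), had 564 ± 110.9 in Rag2-/- and 133 ± 101 in IL-7Rα/Rag2-/- (SD, n = 2 each). With a log2 change of −2.08 (standard error 0.56) it did not pass in edgeR (adjusted p = 0.0566). It passed in DESeq2 (adjusted p = 0.000392), with the totals as scaling (0.0467) and with no filter (0.00473). Myeloid transcripts moved the other way with genotype. Of 20 myeloid genes listed before the data were examined, 19 rose and none fell (20 rose adjusted over the list alone; camera adjusted p = 1.63e-13, and adjusted p = 0.305 with an estimated correlation). *Tyrobp*, which encodes a signalling adaptor, rose from 2.22 ± 0.146 to 425 ± 69.3 (SD, n = 2 each; log2 change 7.58, adjusted p = 0.000589 from edgeR).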

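*Foxo1*, a transcription factor gene that IL-7R signalling restrains at the protein level, fell from 496 ± 104 to 136 ± 60.3 CPM (SD, n = 2 each). Its log2 change was −1.87 (standard error 0.38, adjusted p = 0.0253 from edgeR, and 0.109 without Rag2-/- replicate 1). *Rag1*, which encodes the recombinase, had 632 ± 68.4 in Rag2-/- and 125 ± 126 in IL-7Rα/Rag2-/- (SD, n = 2 each; log2 change −2.34, standard error 0.78), and did not pass in edgeR (adjusted p = 0.0979). It passed in DESeq2 (0.00185) and with no filter (0.0123). *Cd79a*, of the pre-B cell receptor, had 937 ± 454 and 144 ± 136 (SD, n = 2 each; log2 change −2.71, adjusted p = 0.0691 from edgeR). It passed in DESeq2 (0.000208) and with no filter (0.00524).

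The 16 EBF1-activated genes had a median log2 change of −1.87, with 1 lower and none higher by edgeR (4 lower and 1 higher adjusted over the list alone; camera adjusted p = 0.00178, and adjusted p = 0.556 with an estimated correlation). The median was −3.33 without IL-7Rα/Rag2-/- replicate 1 and −1.14 without IL-7Rα/Rag2-/- replicate 2, where 10 were lower and 2 higher. NK cell transcripts rose in the same libraries. Of 14 NK genes listed before the data were examined 13 rose, with a median log2 change of 7.81 (13 adjusted over the list alone; camera adjusted p = 3.66e-12, and adjusted p = 0.273 with an estimated correlation).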

Importantly, several key B-lineage genes regulated by *Ebf1* and *Pax5* had reduced transcription levels in IL-7Rα/Rag2^−/−^ cells, including *Foxo1*, *Rag1*, and *Cd79a* (coding for Igα, pre-B cell receptor complex), downregulated in EBF1-deficient cells (Györy et al., 2012). PAX5-activated genes, including *Smarca4* (encoding BRG1) and *Lef1*, were also decreased. Conversely, FLT3R (*Flt3*), downregulated in pro-B cells by PAX5 (Pridans et al., 2008), was upregulated in IL-7Rα/Rag2^−/−^ pro-B cells. 

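*Lef1*, which encodes a transcription factor of early B cells, fell from 1283 ± 318 to 189 ± 162 CPM (SD, n = 2 each; log2 change −2.76, standard error 0.66, adjusted p = 0.0414 from edgeR, and 0.102 without Rag2-/- replicate 1). *Smarca4* had 2433 ± 622 in Rag2-/- and 667 ± 515 in IL-7Rα/Rag2-/- (SD, n = 2 each; log2 change −1.87, standard error 0.59) and did not pass in edgeR (adjusted p = 0.0862). It passed in DESeq2 (0.00234) and with no filter (0.0108). *Cplx2*, another gene of the PAX5-activated list, fell from 430 to 28.5 (log2 change −3.92, adjusted p = 0.00527 from edgeR). Of the 22 PAX5-activated genes 4 fell and 3 rose (7 and 4 adjusted over the list alone), with a median log2 change of −1.01 (−2.21 without IL-7Rα/Rag2-/- replicate 1, and −0.34 without IL-7Rα/Rag2-/- replicate 2, where 9 fell and 4 rose). By camera the list was lower (adjusted p = 0.0135, adjusted p = 0.159 without IL-7Rα/Rag2-/- replicate 2, and adjusted p = 0.556 with an estimated correlation).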

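*Flt3*, a receptor gene of lymphoid progenitors, rose from 9.52 ± 2.70 to 70.2 ± 3.93 CPM (SD, n = 2 each), 7.35-fold. The log2 change was 2.88 (standard error 0.29, adjusted p = 0.00324 from edgeR), and it passed without any single library. Of the 14 PAX5-repressed genes 12 rose and none fell, with a median log2 change of 3.02 (12 rose and 1 fell adjusted over the list alone; camera adjusted p = 7.66e-08, and adjusted p = 0.273 with an estimated correlation). Several genes of this list are also expressed in other blood cells. Genes of plasmacytoid dendritic cells rose in the same libraries. Of the 12 features of that list 10 rose and none fell, with a median of 4.04 (10 adjusted over the list alone; camera adjusted p = 1.12e-06, and adjusted p = 0.273 with an estimated correlation). *Siglech* rose from 0.230 ± 0.0856 to 235 ± 3.86 (SD, n = 2 each; log2 change 9.89, adjusted p = 0.000589 from edgeR).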

GSEA demonstrated that, overall, genes with PAX5 binding sites at their promoters were depleted in IL-7Rα/Rag2^−/−^ pro-B cells (Figure S4E). However, some B-cell-specific genes regulated by PAX5 and EBF1 were expressed normally: *Irf4* (direct target of both), *Myb*, and *Pdcd1* (activated and repressed by EBF1) showed no significant transcriptional changes in IL-7Rα/Rag2^−/−^ cells. Indeed, *Irf8* and *Ikzf3* (Aiolos), activated by both, were more highly expressed in IL-7Rα/Rag2^−/−^ cells. Together, these results suggest that EBF1 and PAX5 function is mis-regulated in IL-7Rα^−/−^ cells.

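*Irf4*, a transcription factor gene of later B cell stages, had 132 ± 8.67 CPM (SD, n = 2) in Rag2-/- and 66.5 ± 63.1 (SD, n = 2) in IL-7Rα/Rag2-/- and did not pass the test (log2 change −0.99, standard error 0.68, adjusted p = 0.383 from edgeR). Without IL-7Rα/Rag2-/- replicate 1 it fell by 2.59 on the log2 scale. *Myb*, a gene of progenitor cells, had 765 ± 63.3 and 445 ± 268 (SD, n = 2 each; log2 change −0.78, standard error 0.44, adjusted p = 0.287 from edgeR). It fell by 1.58 without IL-7Rα/Rag2-/- replicate 1. *Pdcd1*, the gene of the receptor PD-1, had 0 and 0 reads in Rag2-/- and 0 and 5 in IL-7Rα/Rag2-/-, too few to test. A p above the threshold does not show that a level was unchanged.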

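*Irf8*, a transcription factor gene of B cells and of dendritic and myeloid cells, rose from 44.3 ± 1.50 to 204 ± 53.3 CPM (SD, n = 2 each), 4.62-fold. This is a log2 change of 2.21 (standard error 0.27, adjusted p = 0.00519 from edgeR, and 0.055 without Rag2-/- replicate 1). *Ikzf3*, also expressed in NK and T cells, rose from 11.6 ± 8.46 to 76.0 ± 14.1 (SD, n = 2 each; log2 change 2.72, standard error 0.55, adjusted p = 0.0253 from edgeR, and 0.0511 without Rag2-/- replicate 1). Both are genes of cell types whose markers rose in these libraries.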

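As a group, the transcription factor genes of the B lineage were lower in IL-7Rα/Rag2-/- RNA-seq libraries. Of 21 such genes 6 fell and 3 rose (12 and 3 adjusted over the list alone), with a median log2 change of −0.996, or −1.58 without IL-7Rα/Rag2-/- replicate 1 (camera adjusted p = 6.47e-05, and adjusted p = 0.273 with an estimated correlation). The genes that PAX5 or EBF1 activate moved in both directions, with *Lef1* lower and *Irf8* and *Ikzf3* higher. The IL-7Rα/Rag2-/- replicates differ in many B lineage genes, with lower levels in IL-7Rα/Rag2-/- replicate 2. Relative to *Cd19*, a reference added after its values were seen, *Ebf1* changed by −0.02 and *Pax5* by 0.29 (log2) in replicate 2. *Foxo1* and *Smarca4* changed by 1.08 and 0.48 there, and *Rag1*, *Cd79a* and *Lef1* by −0.69, −0.74 and −0.61. All of these fell in replicate 1, and in both replicates relative to Iµ. Iµ itself changed by −0.07 in replicate 1 and 1.46 in replicate 2 relative to *Cd19*, so the 2 references disagree in replicate 2. A level ratio to *Cd19* can come from dilution or from *Cd19* falling with these genes, and cannot tell these apart. Dilution of pro-B cell RNA by RNA of other cells therefore stays open for replicate 2. The mice also differed in age. From this mixture of reduced, unchanged and raised targets, the paper proposes that the function of EBF1 and PAX5 is mis-regulated in IL-7Rα-/- cells.

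**Figure D5:**
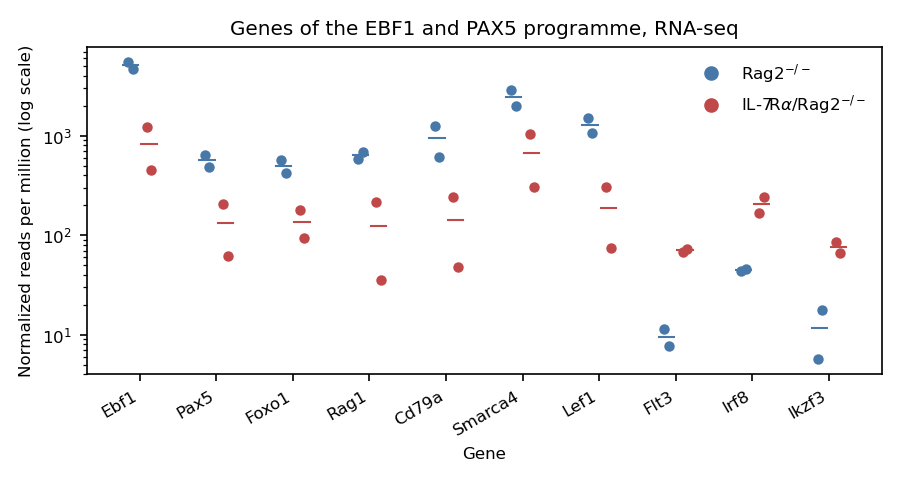
CPM (log axis, vertical) of *Ebf1*, *Pax5* and 8 genes linked to them in Rag2-/- and IL-7Rα/Rag2-/- libraries; points are libraries and lines means. *Ebf1* stands at 5087 in Rag2-/- and 834 in IL-7Rα/Rag2-/-, and *Flt3* at 9.52 and 70.2.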

To determine whether IL-7R signaling additionally influences the binding pattern of these and other TFs, we compared accessible hypersensitivity sites with ATAC-seq, using the Model-based Analysis of ChIP-Seq (MACS) caller (Zhang et al., 2008) function in Seqmonk. We divided the sites into two groups: those that had fewer reads (less accessible) or more reads (more accessible) in IL-7Rα/Rag2^−/−^ than Rag2^−/−^ cells. We used hypergeometric optimization of motif enrichment (HOMER) to identify TF motifs within these sites. This allowed us to infer TFs that bind less often (less accessible sites) in IL-7Rα/Rag2^−/−^ relative to Rag2^−/−^ and vice versa. EBF1 bound less often in IL-7Rα/Rag2^−/−^ cells, correlating with reduction in its expression and that of its target genes. The PAX5 motif was not found in HOMER. We infer that the PAX8 motif, with a similar binding pattern, is PAX5, because PAX8 is not expressed in B cells. 

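*Pax8* was close to the detection limit in both genotypes. It had 14 and 11 reads in the Rag2-/- libraries and 9 and 30 in the IL-7Rα/Rag2-/- libraries, or on average 0.359 and 0.473 CPM. The difference did not pass the test (log2 change 0.42, standard error 0.93, adjusted p = 0.805 from edgeR). The *Pax5* level in Rag2-/- cells was far higher.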

Again, we found reduced representation of this motif in ATAC-seq-accessible sites in IL-7Rα/Rag2^−/−^ cells (Figure 4A).

**Figure 4:**
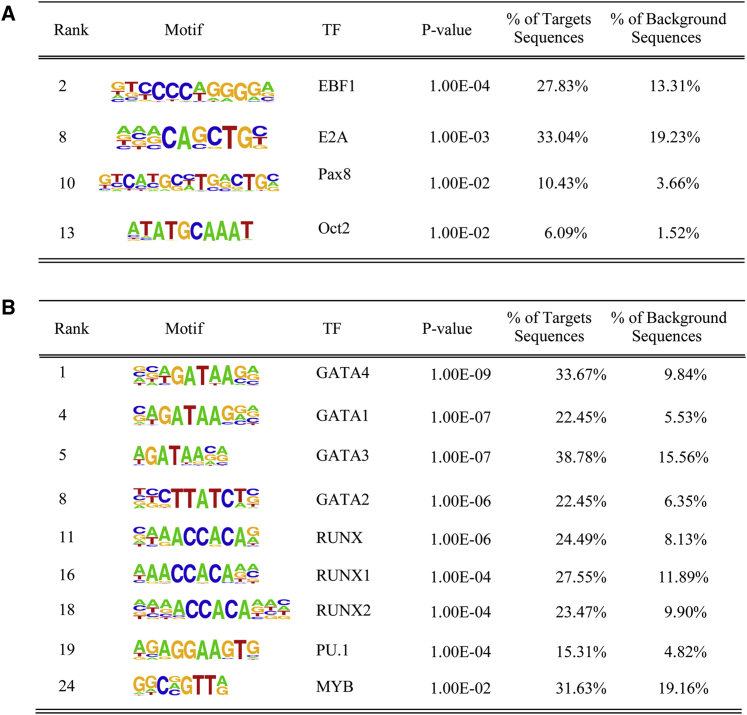
TF motif analysis at genomic sites of altered accessibility Peaks identified from ATAC-seq by MACS peak calling from two biological replicates. (A) Sites less accessible in IL-7Rα/Rag2^−/−^ analyzed using DESeq2. TF motif enrichment using HOMER is shown. Relevant significantly enriched motifs are shown in order of significance (rank indicated their position in the list). (B) The same analysis as in (A) for peaks that were more accessible in IL-7Rα/Rag2^−/−^.

To further interrogate the differences in PAX5 and EBF1 binding in the *Igh* locus, we examined MACS peaks in published PAX5 (GSM932924) and EBF1 (GSM876622 and GSM876623) chromatin immunoprecipitation (ChIP) data in Rag^−/−^ pro-B cells. We quantified ATAC-seq reads over these sites to infer TF binding differences between IL-7Rα/Rag2^−/−^ and Rag2^−/−^ cells. Of 24 accessible sites in the *Igh* locus (not counting RSSs), all overlapped with one of the 34 PAX5 binding sites. Five showed a marked decrease in accessibility in IL-7Rα/Rag2^−/−^ cells (Table S3). Importantly, two of these sites correspond to the PAIR4 and PAIR6 PAX5 binding sites (Figure S4I), providing a mechanism for the loss of non-coding transcription above. We only detected three EBF1 binding sites in the *Igh* locus, with no difference in accessibility. However, quantification of ATAC-seq reads over 2,896 EBF1 binding sites genome-wide revealed 643 significantly differentially enriched sites. 630 had lower accessibility in IL-7Rα/Rag2^−/−^ cells (Table S4). In the HOMER analysis, we also detected reduced accessibility at motifs of other important TFs involved in B cell specification, including E2A. Reduced specification was reflected in TF motifs at more accessible sites in IL-7Rα/Rag2^−/−^ pro-B cells, which included T cell development motifs (GATA family TFs) and early B cell priming TFs, including PU.1, MYB, and RUNX (Figure 4B). Furthermore, GSEA analysis showed that genes with binding sites for GATA, LIM domain only 2 (LMO2), and NFE2 (TFs in T- and erythroid development) were enriched in IL-7Rα/Rag2^−/−^ pro-B cells (Figures S4F–S4H). 

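The genes of these transcription factors themselves were higher in IL-7Rα/Rag2-/- cells. *Gata1*, of red cell and megakaryocyte development, rose from 10 and 3 reads to 864 and 842 (log2 change 6.96, standard error 0.43, adjusted p = 0.000984 from edgeR). *Gata2*, of blood stem cells and mast cells, rose from 6 and 0 reads to 1296 and 1722 (log2 change 8.91, standard error 0.71, adjusted p = 0.00171 from edgeR). *Gata3*, of T cells, rose by 4.44 (adjusted p = 0.0238 from edgeR, and 0.0769 without Rag2-/- replicate 1). *Lmo2* rose from 18.5 ± 2.21 to 102 ± 17.3 and *Nfe2* from 2.28 ± 0.123 to 32.3 ± 2.44 CPM (SD, n = 2 each; adjusted p = 0.00324 and 0.00169 from edgeR). Of 20 T cell genes 6 rose and 1 fell (9 and 1 adjusted over the list alone), with a median log2 change of 1.64 (camera adjusted p = 0.00416, and adjusted p = 0.273 with an estimated correlation). *Cd4* rose by 7.14 and *Cd28* by 6.01 (adjusted p = 0.00402 and 0.0028 from edgeR). The depletion with CD3e and Ter119 is directed at T and red cells. *Rag2* is disrupted in all of these mice, and the counts do not show which cells expressed these genes. The sets of genes with binding sites for these factors were not analysed here.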

Overall, the pattern of TF motif accessibility and target gene alteration suggests that the IL-7Rα enforces commitment to the B cell lineage.

## Discussion

Here, we asked whether and how the IL-7R plays a role in *de novo* immunoglobulin gene recombination in BM B cells. As previously reported (Jeong and Teale, 1988; Yancopoulos et al., 1988), we found that FL pro-B cells had a bias toward usage of 3′ V_H_ genes. However, the FL B cell antibody repertoire was far less restricted than previously thought, suggesting the current model of B cell ontogeny, in which complex antibody repertoires do not develop until after birth warrants revisiting (Siegrist and Aspinall 2009). It will be important to investigate which mechanisms that underpin adult *Igh* repertoire formation are already in place in FL, including long-range looping and local V gene activation, dependent on CCCTC-binding factor (CTCF) and PAX5 (Gerasimova et al., 2015; Bolland et al., 2016; Jain et al., 2018). Because PAX5 is essential for FL *Igh* recombination (Nutt et al., 1997), it may play similar roles in FL B cells.

Our unprecedented depth of analysis of IL-7Rα^−/−^ VDJ_H_ and DJ_H_ sequences demonstrates that BM pro-B cells lacking the IL-7Rα^−/−^ display widespread defects at both stages of *Igh* recombination. Most importantly, the V_H_ repertoire was highly biased toward 3′ V_H_ genes. Reduced use of 5′ V_H_ genes was much more pronounced than in FL pro-B cells, indicating that IL-7R signaling is specifically needed in the BM to make all V_H_ genes available for the primary antibody repertoire. The presence of N-additions within IL-7Rα^−/−^ VDJ_H_ sequences demonstrates that they are derived from BM, not FL, progenitors. Our findings concur with a study in neonatal IL-7Rα^−/−^ BM (Hesslein et al., 2006). Detection of N-additions at D_H_-J_H_ junctions indicated that D_H_ to J_H_ recombination also took place *de novo* in the BM. Thus, V(D)J recombination progressed with normal dynamics but severely restricted participation of both V_H_ and D_H_ genes. Previous models of a block in B cell development in IL-7Rα^−/−^ BM (Kikuchi et al., 2005; Peschon et al., 1994; Miller et al., 2002; Carvalho et al., 2001) inferred that IL-7Rα^−/−^ BM B cells had originated in the FL, where the IL-7R is not essential (Erlandsson et al., 2004), due to their restricted Vh gene usage. Here, our demonstration that V(D)J recombination occurs *de novo* in the BM, albeit in the very few remaining B cells, has enabled us to uncover specific roles of the IL-7R in regulating D_H_ and V_H_ gene usage in the *Igh* repertoire in BM pro-B cells.

A previous study showing that IL-7Rα^−/−^ B cell development could be partially rescued by a vav-cre bcl2 transgene, indicating a crucial role in CLP survival (Malin et al., 2010), suggested that IL-7R signaling is not required for BM B cell recombination. However, *Bcl2* driven by the *Igh* Eμ enhancer did not rescue B cell development (Maraskovsky et al., 1998), indicating that the IL-7R has important functions beyond survival, in pro-B cells where V(D)J recombination is taking place. Here, we show that these functions include making the *Igh* locus accessible for V(D)J recombination.

Furthermore, we have uncovered mechanisms underpinning impaired recombination of V_H_ genes. It must be noted that we performed RNA- and ATAC-seq on a Rag2^−/−^ background. Although an established model for studying mechanisms underpinning recombination because the *Igh* locus remains in an intact, poised state, it has the caveat that D_H_ to J_H_ recombination, which normally affects locus structure and V region accessibility, has not occurred. Nevertheless, several marks of V region accessibility are acquired, against which we measured the effect of IL-7R loss. There were no significant differences in local chromatin accessibility over V_H_ gene RSSs in IL-7Rα/Rag2^−/−^ cells. Importantly, low accessibility at Vκ gene RSSs suggests that surviving IL-7Rα^−/−^ B cells have not “rushed through” to the IL-7R-independent pre-B cell stage where increased Vκ access occurs. IL-7R signaling must be downregulated to enable Igκ recombination (Johnson et al., 2008; Mandal et al., 2011). Here, loss of the IL-7R is not sufficient to activate Vκ genes, suggesting that additional mechanisms are at play (Mandal et al., 2019). Overall, we find no evidence that defects in local accessibility at 5′ V genes account for the preference for recombination of 3′ V_H_ genes in IL-7Rα^−/−^ cells. We also found that V_H_ genic non-coding transcription rarely changed in IL-7Rα^−/−^ pro-B cells, supporting multiomics studies that found no correlation with V_H_ usage (Choi et al., 2013; Bolland et al., 2016).

Non-coding intergenic transcription activates T cell receptor α (TCRα) locus recombination *in vivo* (Abarrategui and Krangel, 2006), although *de novo* antisense transcription over *Igh* 3′ V_H_ genes increases their recombination (Guo et al., 2011). These and other findings support a model in which intergenic transcription drives recombination (Corcoran, 2010). Here, widespread loss of all PAX5-dependent (PAIRs 4 and 6) and PAX5-independent (J558 and J606) antisense intergenic transcripts (Bolland et al., 2004, 2016; Ebert et al., 2011; Verma-Gaur et al., 2012; Choi et al., 2013) suggests that the IL-7R regulates all *Igh* antisense transcription and supports a role in promoting long-range mechanisms underpinning V_H_ to D_H_ recombination. We did not observe *de novo* antisense transcription over 3′ V_H_ genes in IL-7Rα^−/−^ pro-B cells, indicating the relative increase in 3′ V_H_ gene recombination is secondary to the defect in 5′ recombination rather than a bona fide increase in 3′ recombination (Guo et al., 2011).

PAX5, downregulated in IL-7Rα^−/−^ cells, is essential for *Igh* locus contraction (Fuxa et al., 2004; Nutt et al., 1997; Hesslein et al., 2003; Medvedovic et al., 2013; Montefiori et al., 2016). PAX5 has pleiotropic functions, but here, reduced accessibility at Pax5 sites on PAIR promoters and downregulation of PAX5-dependent PAIR transcription in the *Igh* locus suggests that PAX5 binding and function at these regulatory regions is directly impaired by loss of the IL-7R (Ebert et al., 2011).

A key finding was that D_H_ to J_H_ recombination is also impaired in IL-7Rα^−/−^ BM B cells. Representation of the central DSP family was severely reduced. Strikingly, antisense non-coding transcription over the D_H_ region was also ablated. These findings support our model that antisense transcription over the DSP genes activates their recombination (Bolland et al., 2007) and reveal a role for the IL-7R in activating this transcription to drive D_H_ to J_H_ recombination.

Reduced accessibility at hundreds of EBF1 binding sites and reduced expression of multiple Pax5 targets by GSEA suggests specific functional consequences of reduced EBF1 and Pax5 expression. Conversely, increased accessibility at putative T cell TF motifs suggests that, although IL-7Rα^−/−^ B cells are committed to the B cell lineage, they nevertheless remain plastic, similarly to PAX5^−/−^ B cells (Nutt et al., 1999).

Our findings have important implications for human B cell development. Pediatric studies suggested early human B cell development did not require IL-7 (LeBien, 2000), but recent studies have shown that adult B cell development is dependent on IL-7R signaling, thereby aligning the dynamics of mouse and human IL-7R dependency (Parrish et al., 2009; Milford et al., 2016). It will be important to determine whether the IL-7R regulates immunoglobulin recombination in human B cells. Human immunodeficiency diseases and aging both have restricted antibody repertoires and poor response to infection (Siegrist and Aspinall, 2009; Martin et al., 2015). Notably, both *Igh* recombination and IL-7R signaling are impaired in aging mice (Stephan et al., 1997; Szabo et al., 1999) and humans. The therapeutic potential of the IL-7R in human aging is an emerging area of interest (Passtoors et al., 2015), and our findings suggest therapeutic potential of IL-7 for boosting naive antibody repertoires.

In conclusion, we reveal that, in addition to its roles in pro-B cell survival and proliferation, IL-7R signaling shapes the *Igh* repertoire at both the D_H_-to-J_H_ and V_H_-to-DJ_H_ stages of recombination in mouse BM and identify several mechanisms by which it can activate the *Igh* locus. IL-7R signaling is therefore essential for expanding antibody diversity to ensure robust activation of the adaptive immune system.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CD11b Monoclonal Antibody, Biotin	eBioscience	Clone M1/70; Cat# 13-0112-82; RRID:AB_466359
Ly-6G/Gr-1 Monoclonal Antibody, Biotin	eBioscience	Clone RB6-8C5; Cat# 13-5931-82; RRID: AB_466800
RAT ANTI MOUSE Ly-6C:Biotin	AbD Serotec	Clone ER-MP20 Cat# MCA2389B RRID: AB_844550
TER-119 Monoclonal Antibody, Biotin	eBioscience	Clone TER-119 Cat# 13-5921-82 RRID: AB_466797
CD3e Monoclonal Antibody, Biotin	eBioscience	Clone 145-2C11 Cat# 13-0031-82 RRID: AB_466319
BV421 Rat Anti-Mouse CD45R/B220	BD bioscience	Clone RA3-6B2 Cat# 562922 RRID: AB_2737894
PerCP-Cy5.5 Rat Anti-Mouse CD19	BD bioscience	Clone 1D3 Cat# 561113 RRID: AB_10563071
FITC Rat Anti-Mouse CD43	BD bioscience	Clone S7 Cat# 553270 RRID: AB_394747

**Chemicals, peptides and recombinant proteins**		

Agencourt AMPure XP beads	Beckman	Cat# A63880

**Critical commercial assays**		

Ovation RNA-seq SystemV2 kit	NuGen	Cat# 7102-08
TruSeq RNA Library Prep Kit v2	Illumina	Cat# RS-122-2001
Nextera DNA Sample Preparation Kit	Illumina	Cat# 15028211

**Deposited data**		

Raw and analyzed data	This paper	GEO: GSE157603
PAX5 ChIP Rag^−/−^ pro-B	Revilla-I-Domingo et al., 2012	GEO: GSM932924
EBF1 ChIP Rag^−/−^ pro-B	Vilagos et al., 2012	GEO: GSM876622, GSM876623

**Experimental models: organisms/strains**		

Mouse: IL7Rα^−/−^	J.J. Peschon	Peschon et al., 1994
Mouse: RAG2^−/−^	Frederick Alt	Shinkai et al., 1992

**Software and algorithms**		

Bowtie2	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Seqmonk	The Babraham Institute	https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/
DESeq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
LinkON	The Babraham Institute Chovanec et al., 2018	https://github.com/peterch405/BabrahamLinkON/blob/master/README.md
HOMER	Heinz et al., 2010	http://homer.ucsd.edu/homer/ngs/peaks.html
IMGT	Lefranc et al., 2015	http://www.imgt.org/
GSEA4.1	Subramanian et al., 2005	http://www.gsea-msigdb.org/gsea/index.jsp

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Anne Corcoran ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• The VDJ-seq, ATAC-seq and RNA-seq raw sequencing files generated in this study, as well as processed files have been deposited at GEO, and are publicly available as of the date of publication. Accession numbers are listed in the Key resources table. This paper analyzes existing, publicly available data. These accession numbers for the datasets are listed in the Key resources table.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and subject details

#### Mice

Wild-type, RAG2^−/−^ (Shinkai et al., 1992), IL-7Rα^−/−^ (Peschon et al., 1994) and IL-7Rα^−/−^ crossed with RAG2^−/−^ (IL-7Rα^−/−^ x RAG2^−/−^) C57BL/6 mice were maintained in accordance with Babraham Institute Animal Welfare and Ethical Review Body and Home Office rules under Project License 80/2529. Recommended ARRIVE reporting guidelines were followed. Mice were bred and maintained in the Babraham Institute Biological Services Unit under Specific Opportunistic Pathogen Free (SOPF) conditions. After weaning, mice were maintained in individually ventilated cages (2–5 mice per cage). Mice were fed CRM (P) VP diet (Special Diet Services) *ad libitum*, and millet, sunflower or poppy seeds at cage-cleaning as environmental enrichment. Health status was monitored closely and any mouse with clinical signs of ill-health or distress persisting for more than three days was culled. Treatment with antibiotics was not permitted to avoid interference with immune function. Thus, all mice remained ‘sub-threshold’ under UK Home Office severity categorization. 6-8-week-old IL-7Rα^−/−^ and IL-7Rα^−/−^ x RAG2^−/−^ mice (all mixed sex), and 10-12 week old RAG2^−/−^ mice (one female replicate and one male replicate) were used. Although wild-type (WT) comparison data were from 12 week old mice, IL-7Rα^−/−^ animals were taken before 10 weeks because they produce fewer BM B cells as they age, with very few produced after 10 weeks (Peschon et al., 1994; Erlandsson et al., 2004). To maximize cell numbers and considering IL-7Rα^−/−^ mice as young as 3 weeks have adult B cell populations (Hesslein et al., 2006), pro-B cells from 6-8-week old mice were taken for sorting. Fetal livers (FL) were harvested from day 15.5 mouse embryos.

### Method details

#### Primary cells

Following CO_2_ asphyxiation and cervical dislocation, mouse BM was flushed from femurs and tibias, resuspended at 25 × 10^6^ cells/ml, and depleted of macrophages, granulocytes, erythroid lineage and T cells using biotinylated antibodies against CD11b (MAC-1; ebioscience; 1:1600), Ly6G (Gr-1; ebioscience; 1:1600), Ly6C (Abd Serotec; 1:400), Ter119 (ebioscience; 1:400) and CD3e (ebioscience; 1:800), incubated on ice for 30 mins, followed by streptavidin MACs beads (10 μl/10^7^ cells in 100 μl) (Miltenyi) at 4°C for 15 mins. MACS LS columns were equilibrated and the flow through collected for flow sorting. MACS depletion for FL was carried out as for BM, using TER119-biotin at a higher concentration (1:200). Cells were stained for 45 mins on ice in the dark with the following sorting antibodies from BD Bioscience: BV421-anti B220,1:200; PerCP-Cy5.5-antiCD19, 1:400; FITC-anti CD43, 1:200) Thereafter, pro-B cells from IL-7Rα^−/−^ BM and WT FL were flow-sorted for forward and side scatter and cell surface markers as B220^+^ CD19^+^, while IL-7Rα^−/−^ x RAG2^−/−^ and RAG2^−/−^ BM B pro-B cells were sorted as a B220^+^ CD19^+^ CD43^+^ population on a BD FACSAria in the Babraham Institute Flow Cytometry facility.

#### DNA extraction

Genomic DNA was isolated from mouse B cells using the DNeasy kit (QIAGEN) according to the manufacturer’s instructions, except for the incubation step, which was changed to 30 mins. DNA was eluted in nuclease-free water and quantified by Nanodrop.

#### RNA-seq

Total RNA was extracted from ~200,000 cells for each replicate using the RNeasy Plus kit (QIAGEN). cDNA preparation was performed using the Ovation RNaseq System V2 kit (NuGen) protocol, and 200 ng of cDNA (made up to 130 μL with nuclease-free water) was carried through to generate 50bp paired-end RNA-seq libraries for Illumina sequencing. cDNA was sonicated using a Covaris E220 to fragment lengths between 200-700 bp (10% duty cycle, 140W peak incident power, 200 cycles per burst, 80 s processing time). End repair was carried out by adding 16 μL of 10x T4 Ligase Buffer (NEB), 4 μL of 10 mM dNTP mix, 3 μL T4 DNA polymerase (5 U/μl, Invitrogen), 1 μL Klenow (2U/μl, Invitrogen), 1 μL T4 polynucleotide kinase (10 U/μl, NEB) and 3 μL nuclease-free water, and incubating the reaction for 30 min at 20°C. Samples were purified again using QIAquick columns and eluted in 43 μL of nuclease-free water. A-tailing was then performed by adding 5 μL of 10x Klenow Buffer (NEB), 1 μL of dATP (10 mM) and 1 μL of exo minus Klenow (5U/μl, Fermentas); the reaction was incubated at 37°C for 30 min and purified using MinElute PCR purification columns (QIAGEN) and cDNA eluted in 10 μl. To sequence multiple libraries in one lane, Illumina TruSeq adaptors (6 bp index) (TruSeq RNA Library Prep Kit v2) were ligated by adding 15 μL 2x Rapid Ligation Buffer (Enzymatics), 4 μL of Rapid T4 DNA Ligase (6U/μl, Enzymatics) and 1 μL of adaptor mix (indexed adaptor and universal adaptor at 1.5 uM each) to the 10 μL of eluted cDNA. This reaction was incubated at 23°C for 30 min and 15°C for 30 min. Agencourt AMPure XP Beads (Beckman Coulter) were used to select library fragments between 200-700 bp by performing double-sided SPRI bead selection. Amplification was performed as follows: a 50 μL reaction was set up by adding 5ul of 10x Pfx amplification buffer (Invitrogen), 0.8 μL Pfx Platinum (2.5 U/μl), 2 μL of dNTPs (10 mM each), 2 μL MgSO4 (50 mM) and 1 μL of each Illumina paired-end primer (25 uM, Sigma) to the 38.2 μL library. Program: 94°C for 2 min, 8-11 cycles of 94°C for 15 s, 62°C for 30 s and 72°C for 30 s, and a final 10 min at 72°C. The library was purified by single-sided SPRI selection as above (modified from Parkhomchuk et al., [2009]). Libraries were sequenced on an Illumina HiSeq2500 (4 libraries per lane).

#### VDJ-seq

VDJ-seq was carried out as previously described in Bolland et al. (2016). 1-5 μg of DNA was sonicated using a Covaris E220, to get an average length of 500 bp. End repair was carried out by adding 16 μL 10x T4 DNA ligas buffer (NRB), 4 μL dNTP mix (10 mM total each - dATP, dCTP, dGTP and dTTP), 5 μL T4 DNA polymerase (3U/μl, NEB), 1 μL Klenow (5 U/μl, NEB) and 5 μL T4 PNK (10 U/μl, NEB) to the sonicated DNA (161 μL reaction), and incubating it at room temperature for 30 min. The sample was purified following the QIAquick PCR purification column protocol (QIAGEN). Repaired DNA fragments were eluted in 50 μL of nuclease-free water, and A-tailing was then carried out by adding 6 μL of 10x buffer 2 (NEB), 1 μL dATP (10 nM) and 3 μL Klenow exo- (5U/μl, NEB), and incubating the mix at 37°C for 30 min. DNA was purified using QIAquick PCR columns again. Two altered PE1 adaptor mixes were used, both including 6 random nucleotide barcodes. For the latter reaction, the A-tailed samples were split in two, each ligating to one of the two adaptor mixes. Adaptor ligation was carried out by adding 6 μL 10x T4 DNA ligase buffer (NEB), 4 μL adaptor (50 μM) and 5 μL T4 DNA ligase (400,000 U/ml, NEB) to each sample, making a 60 μL reaction. Reactions were incubated at 16°C overnight. The split reactions were pooled after incubation, and QIAquick columns were again used for purification. Depletion of unrecombined sequences was achieved by the use of 4 pairs of biotinylated primers (Bolland et al., 2016) which target the intergenic region upstream of each J_H_ gene. Each sample was split so that each aliquot was < 1 μg of DNA in 50 μL containing 5 μL 10x ThermoPol reaction buffer (Roche), 2 μL dNTP (10 mM each) and 1 μL Vent exo- (200U/ml, NEB). Incubation: 95°C- 4 min, 55°C- 5 min, 72°C- 15 min. Reactions for each sample were pooled and purified using QIAquick columns. Unrecobined J_H_ sequences were removed from the samples using streptavidin magnetic beads (Dynabeads MyOne Streptavidin C1, Invitrogen) and samples were purified using QIAquick columns. To enrich for recombined sequences, primer extension was carried out as above (annealing temperature 59°C rather than 55°C) using biotinylated reverse primers for each of the four J_H_ genes. Recombined sequences were recovered using streptavidin beads as above. Beads were washed twice using 100 μL of washing buffer and once with EB buffer, and resuspended in 42 μL of EB buffer. To amplify the library, a PE1 primer (Illumina) and a mix of four J_H_ primers which included a PE2 adaptor sequence (Bolland et at., 2016), were used. The resuspended beads were split into four aliquots (10.5 μL each) and 12.5 μL Pwo master mix (Sigma-Aldrich), 1 μL PE1 primer (10 μM) and 1 μL JH reverse primer mix (10 μM) were added to make a 25 μL reaction. Incubation: 94°C- 2 min, 15 cycles of 94°C- 15 s, 61°C-30 s, 72°C- 45 s, followed by a final 72°C- 5 min. The sample was pooled again, and beads were washed using 30 μL EB (QIAGEN), which was added to the supernatant containing the amplified library. These were put through a double-sided selection using Ampure XP beads (Bekman Coulter) for 200-700 bp. The library was further amplified to incorporate flowcell-binding indexes. PE1 and PE2 (including the index) primers (Illumina) were added to a PCR reaction as described above but with only 5 cycles and an annealing temperature of 55°C, rather than 61°C. PCR products were combined and purified using SPRI beads, eluting in 20 μl.

Libraries were sequenced on an Illumina HiSeq (8-12 libraries/lane; 250 BP paired-end). Due to the low number of cells in IL-7Rα^−/−^ BM, VDJ-seq libraries were generated with approximately 6-fold less starting material, resulting in reduced numbers of sequences relative to the WT BM VDJ-seq libraries (Table S7). Nevertheless, this amount of starting material does not compromise detection of the wide dynamic range of frequency of VDJ and DJ recombined sequences (Chovanec et al., 2018).

#### ATAC-seq

ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) was performed as previously described (Buenrostro et al., 2013, 2015) on 70,000-100,000 cells. Sorted cells were washed, centrifuged, and resuspended in 50 μl of lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% NP40) on ice for 15 min. Nuclei were centrifuged at 600 r*cf.* for 10 min at 4°C, resuspended in 50 μl 1xTD buffer containing 2.5 μl TDE1 transposase (Illumina Nextera DNA Sample Preparation Kit), and incubated for 30 min at 37°C. Samples were purified using MiniElute columns (QIAGEN) according to the manufacturer’s instructions and eluted in 21 μl RSB buffer (10mM Tris HCl pH7.6, 10mM NaCl, 1.5mM MgCl2, 0.1% NP40). PCR amplification and index incorporation were performed in a 50 μl reaction containing 5 μl of forward and reverse index primers (Illumina Nextera Index Kit), 15 μl NPM, 5 μl PPC (Illumina Nextera DNA Sample Preparation Kit) and 20 μl DNA. Libraries were purified using QIAquick PCR clean-up columns (QIAGEN) and sequenced on an Illumina HiSeq (6 libraries/lane).

### Quantification and statistical analysis

RNA-seq reads were mapped to the mouse genome build NCBI37/mm9 using Bowtie2 and quantified using Seqmonk (Babraham Bioinformatics; https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). Differential expression analysis was performed using DESeq2 (Love et al., 2014), using all annotated genes, V_H_ genic transcripts and intergenic transcripts in a single analysis. Gene Set Enrichment Analysis (GSEA) was performed using GSEA 4.1 (Subramanian et al., 2005). Mouse gene names were converted to human gene symbols, and ran with default parameters for genes with BaseMean > = 5. The Molecular Signature Database (MSigDB) hallmark gene sets and the transcription factor targets/regulatory target were used to perform pathway enrichment analysis limiting the output to the top 1000 gene sets.

For VDJ-seq, reads were mapped to the mouse genome build NCBI37/mm9 using Bowtie2. To quantify individual V and D genes, probes were created over each gene segment and correctly orientated reads were quantified over each probe using Seqmonk. Libraries were also analyzed using IMGT (International ImMunoGeneTics information system – http://www.imgt.org/ Lefranc et al., 2015). Analysis of VDJ-recombined sequences was carried out as described previously (Bolland et al., 2016); however, to analyze DJ-recombined sequences using IMGT, it was necessary to artificially add a V_H_ gene 5′ of the D_H_ sequence, as IMGT/HighVQUEST can only process VDJ sequences. The J558.78.182 V_H_ gene was appended, as it is functional and in-frame. These data were kept separate, and only D_H_ genes and the DJ_H_ junction were used for the analysis.

Due to the expectation for less variable VDJ events in IL-7Rα^−/−^ cells, measures were taken to distinguish and discount technical duplicates in VDJ-seq libraries. VDJ-seq libraries were de-duplicated based on the sequence of read 2 (containing both V_H_-DJ_H_ and D_H_-J_H_ junctions) and the sequence and position of the V_H_ gene (LinkON pipeline described in Bolland et al. (2016). This method relies on the variability of gene usage, junction diversity, and the sonication step; therefore, reduced variability in the junctions and in V_H_ usage would lead to sequences being more likely to be identical, particularly in partially (D_H_-J_H_) recombined alleles. To overcome this issue, modified PE1 adaptors containing random barcodes were used to generate the IL-7Rα^−/−^ and FL libraries, allowing PCR duplicates, biological duplicates and Illumina sequencing errors to be distinguished (Chovanec et al., 2018).

ATAC-seq reads were mapped to the mouse genome build NCBI37/mm9 using Bowtie2 and quantified using the MACS peak caller within Seqmonk. DESeq2 was used to identify genomic locations exhibiting significant differences in ATAC-seq reads in IL-7Rα/Rag2^−/−^ relative to Rag2^−/−^, and these sites were tested for TF motifs using the HOMER analysis tool (http://homer.ucsd.edu/homer/ngs/peaks.html - Heinz et al., 2010).

ChIP reads were mapped using Bowtie and peaks called using MACS2 (in the narrow peak mode): PAX5 Rag^−/−^ pro-B (GSM932924) and EBF1 Rag^−/−^ pro-B (GSM876622, GSM876623).

For calculating statistical significance between groups for the above datasets, a two-tailed ANOVA (type III) together with a pairwise t test (adjusted by Benjamini and Hochberg method) were used to calculate significance and p values (significant when > 0.05) when data were normal. When data failed the normality test a Kruskal-Wallis test (followed by pairwise Wilcox test (adjusted by Benjamini and Hochberg method) was performed. All results for specific tests are explained in the figure legends, including the statistical test used, value and meaning of n, and confidence intervals.

## Supplemental information

Document S1. Figures S1–S4 and Table S3

Table S1. Recombination activity of each VH gene determined by the binomial test, related to Figures 1, 2, and S2 Recombination activity. VDJ-seq reads were quantified over each gene for each replicate library and raw read counts are shown for each replicate. A binomial test was used on the mean of two replicates to determine genes with significantly greater read counts than would be expected by chance, and were therefore considered to be actively recombining (R) and those which are not actively recombining (NR) in pro-B cells from WT and IL-7Rα^−/−^ bone marrow cells, and in wild-type FL cells (fdr-adjusted p value < 0.01). Mapped Reads. VDJ-seq reads were mapped to the C57BL/6 mouse genome (genome build mm9). Paired-end read counts are shown for total mapped reverse orientated reads, and mapped reads over the whole V_H_ and D_H_ regions of the Igh locus. All samples were generated with 10 μg of pro-B cell DNA, except IL-7Rα^−/−^ replicates which were made with 1-2 μg of DNA.

Table S2. Quantification and analysis of transcription over V_H_ gene segments and Igh intergenic regions in Rag2^−/−^ and IL-7Rα^−/−^/Rag2^−/−^ pro-B cells, related to Figure 3 All V gene transcripts. RNA-seq raw reads were quantified over each V_H_ gene probe (only V_H_ genes which had detectable transcription are shown). Each of two replicates was quantified separately to determine differences in transcription between Rag2^−/−^ and IL-7Rα^−/−/^Rag2^−/−^ pro-B cells. The adjusted mean for each probe, as well as the log2-fold change and adjusted p value in the IL-7Rα^−/−^/Rag2^−/−^ relative to Rag2^−/−^ samples was calculated by DESeq2. ^∗^ - Significantly differentially expressed genes. Differentially expressed V genes. Table of significantly differentially expressed genes. Differentially expressed antisense. Significantly differentially expressed transcripts over Igh V intergenic regions in Rag2^−/−^ and IL-7Rα^−/−^Rag2^−/−^ pro-B cells. RNA-seq raw reads were quantified over intergenic non-coding transcript probes (see Figure 3E – length of probes shown in bp). Each of two replicates was quantified separately. The adjusted mean for each probe, log2-fold change and adjusted p value in the IL-7Rα^−/−^Rag2^−/−^ relative to Rag2^−/−^ samples was calculated by DESeq2. Transcripts significantly differentially expressed are marked with ^∗^.

Table S4. EBF1 binding sites show changes in accessibility in IL-7Rα^−/−^ Rag2^−/−^ relative to Rag2^−/−^ pro-B cells, related to Figure 4 ATAC-seq raw reads were quantified over EBF1 binding sites genome-wide for each of two replicates. The adjusted mean for each probe, as well as the log2-fold change and adjusted p value in the IL-7Rα^−/−^ Rag2^−/−^ relative to Rag2^−/−^ samples was calculated by DESeq2.

Document S2. Article plus supplemental information

How the deposited data were processed for this re-analysis (not part of the article)

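The deposited data cover 12 libraries in 6 groups of 2. VDJ-seq measured recombined V_H_ and D_H_ genes in IL-7Rα-/- BM and WT FL pro-B cells. ATAC-seq and RNA-seq measured RSS accessibility and transcription in Rag2-/- and IL-7Rα/Rag2-/- pro-B cells. The paper calls the VDJ-seq replicates biological replicates. The replicate numbers were not taken to pair the libraries.

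All tables used hold counts. The authors made the VDJ-seq counts by mapping reads to NCBI37 (mm9) with Bowtie2 (version 2.2.5), removing duplicates with the LinkON pipeline and random barcodes, and counting correctly oriented reads over gene probes in SeqMonk. The deposited ATAC-seq counts are reads mapped in the same way over windows of 50 bp. The authors counted RNA-seq reads in SeqMonk over 32323 features, namely 32103 annotated genes, 195 V_H_ probes, 5 intergenic transcripts and further *Igh* elements. The methods name Bowtie2 for RNA-seq and the submitters' notes name TopHat2 (version 2.0.12). The RNA-seq libraries were not strand specific, so overlapping sense and antisense transcripts share reads. In the RNA-seq table 6 repeated entries were dropped, 3588 features share their name with another, and reads of near-identical gene copies may be split between them. Of the columns in the tables 10 belong to samples outside this set, such as WT BM, and were not used.

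From the counts, shares of V_H_ or D_H_ reads were computed per library and given as mean and SD. Differential usage, accessibility and expression were tested with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3. Library sizes were the V_H_ or D_H_ totals for VDJ-seq and TMM-adjusted totals for ATAC-seq and RNA-seq. Features needed at least 10 counts over the 4 libraries, or for annotated genes the default filter of edgeR. DESeq2 1.42.0, the tool of the paper, was an alternative. Sets of genes were tested with camera (preset correlation 0.01, and also an estimated correlation) and with fry from limma 3.58.1. The binomial test of recombining genes followed the paper's Table S1, at an adjusted p under 0.01. Its chance share, which the paper's text does not give, was the probe's part of the V region of 2437839 bp. Permutation tests used 100000 resamples, or all splits for 2 libraries against 2. The position test added 0.5 counts and the comparison of V_H_ and Vκ RSSs 1 CPM of RSS reads. Other steps used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

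The tests, the alternatives, the V_H_ domains and 24 of the 26 gene lists were written before the data were examined, and the ribosomal protein and histone lists were defined by symbol. The lists cover the cell cycle (E2F, G2M, MYC), EBF1 and PAX5 targets, B lineage factors, pre-B receptor, V(D)J recombination, IL-7R and STAT5 response, pro-apoptotic genes, cohesin and CTCF, MHC class II, interferon response, progenitor, T, NK, myeloid, erythroid, plasmacytoid dendritic and later B cell markers, stress genes, mitochondrial genes, and Y-linked genes with *Xist*. Genes named in the text are those the paper names, up to 12 genes with the largest rises and 12 with the largest falls at 5 CPM or more, up to 4 per gene list, 5 V_H_ genes per direction and 3 RSSs per direction. Exceptions are marked as picked out after their values were seen. The values in the paper's Table S2 were seen before.

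Real changes can be missed in these designs. In counts simulated for the V_H_ libraries, 5 of 20 genes changed 2-fold and 10 of 20 changed 4-fold were recovered among 145 genes. These simulations do not separate depth from the spread between replicates. They drew both groups with the same spread. In the V_H_ data the biological coefficient of variation was 0.227 in FL and 0.651 in IL-7Rα-/-, so the recovery may differ there. Folds against a group at 0 use a floor of 3 counts over both its libraries, and counting intervals are at 95%. Such intervals cover counting error only. The alternatives were other scalings, DESeq2, no filter and stricter filters, leaving out each library, a replicate block, other domain boundaries and other definitions of single measures. A fit with 1 library left in a group takes that library to vary like the others. Such a fit drops the spread within that group, so a call gained in it is no support for a change. The WT BM libraries were left out as samples outside this set. Junction sequences, chromatin states, MACS peaks and motifs were left out because no deposited table of these samples holds them. Accessibility over EBF1 binding sites is in the paper's Table S4, which was available only in part and was not analysed. D_H_ antisense and µ0 transcripts have no probe in the tables.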

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

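The tests of dilution, of RNA from other cells and of few recombination events were chosen after the results were seen, and the tests of depth and of a lower share of pro-B cells were set before.

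Marker genes of red cells and megakaryocytes, of myeloid cells and of NK cells were far above their Rag2-/- level in IL-7Rα/Rag2-/- RNA-seq libraries. The paper reports enrichment of genes with sites for GATA, LMO2 and NFE2 in IL-7Rα/Rag2-/- cells and proposes that IL-7Rα-/- B cells remain plastic, but gives no values for such marker lists. The median log2 change was 7.58 for red cell and megakaryocyte genes, 7.94 for myeloid genes (7.61 with genes at 0 set to their bound) and 7.81 for NK genes. A lower share of pro-B cells alone would raise all other cell types alike. The medians of 5 such lists lay up to 6.30 log2 units apart, from 1.64 for T cell genes to 7.94. This gap cannot test the explanation, because genes that pro-B cells themselves express would rise less. The T cell list already took 0.0243% and 0.0239% of reads in the Rag2-/- libraries, and the plasmacytoid dendritic list 0.0812% and 0.0845%. The myeloid list took 0.00713% and 0.00866% there. A lower share of pro-B cells therefore stays open. Whether RNA of other cells in the sorted samples contributes stays open. That 97.4% of the measured red cell, megakaryocyte and myeloid markers rose restates the pattern. It does not tell such RNA from expression by the mutant cells. *Cd19*, a marker of the sort, did not fall past the edgeR test (log2 change −1.03, adjusted p = 0.495). This does not decide the question either, as the IL-7Rα/Rag2-/- replicates differed widely (350 and 35.7 CPM). The red cell and megakaryocyte list took 1.19% and 0.904% of reads there. Reads over marker genes alone do not measure how much RNA such cells gave. Expression of these genes by the mutant pro-B cells and the younger age of the IL-7Rα/Rag2-/- mice stay open as untested biological explanations.

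The red cell and megakaryocyte list took 0.0101% and 0.00915% of reads in the Rag2-/- libraries and 1.19% and 0.904% in the IL-7Rα/Rag2-/- libraries. The myeloid list took 0.00713% and 0.00866%, and 0.265% and 0.671%. *Cd19* was lower in IL-7Rα/Rag2-/- replicate 2 (35.7 CPM) than in Rag2-/- (413 and 378), and only slightly lower in IL-7Rα/Rag2-/- replicate 1 (350). *Ptprc*, which encodes CD45, the protein that carries B220, rose from 284 to 700 CPM (log2 change 1.30, adjusted p = 0.0191 from edgeR), and is expressed by nearly all white blood cells.

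*Igh* antisense transcription was lower in IL-7Rα/Rag2-/- cells. After all libraries were thinned to the smallest total, the median log2 change of the 4 transcripts was −2.83. Thinning leaves the scaled levels of regions with many reads nearly unchanged, so this value does not test depth. The Rag2-/- totals (57874494 and 22048833 reads) lay above and below the IL-7Rα/Rag2-/- totals (42423771 and 42340308), which argues against depth as the cause. Dilution of pro-B cell RNA by RNA of other cells would leave ratios between pro-B transcripts unchanged, yet relative to Iµ the 4 transcripts changed by −1.78 on the log2 scale (−2.23 and −1.34 in the 2 IL-7Rα/Rag2-/- replicates), past the bound set for excluding dilution. That bound is not decisive. Relative to *Cd19*, a reference added after its values were seen, the change was −2.30 in replicate 1 but 0.12 in replicate 2. Iµ itself changed by 1.46 relative to *Cd19* in replicate 2. A level ratio to *Cd19* can come from dilution or from *Cd19* falling with these transcripts. Dilution therefore stays open for IL-7Rα/Rag2-/- replicate 2. A loss of transcription in the pro-B cells, which the paper reports, and the difference in age stay open as well.

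Fewer V_H_ genes recombined above chance in IL-7Rα-/- BM than in FL (77 against 121). With FL libraries thinned to the IL-7Rα-/- totals, at least 110 FL genes passed in each of 100 thinnings (median 112), which argues against depth as the cause. Few independent recombination events, from the smaller DNA input that the legend of Table S1 gives, would lose genes at random along the locus and could explain part of the difference. The correlation of change with position (rho −0.264) lies between the bounds set for that explanation, and the wider spread between IL-7Rα-/- replicates leaves it open. A biological difference by genotype, age or tissue stays open and cannot be separated here.

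Joins to cryptic RSSs 5′ of DFL16.1, which the paper does not report, made up a larger share of D_H_ reads in IL-7Rα-/- BM than in FL. The 4 probes took 1.79% ± 0.353 (SD, n = 2) of D_H_ reads in IL-7Rα-/- and 0.0919% ± 0.0190 (SD, n = 2) in FL. They held 678 and 617 reads in FL and 422 and 634 in IL-7Rα-/-. The rise is one in share of D_H_ reads. These read numbers cannot be compared directly, as the D_H_ totals and the DNA input differ between the groups. The rise was not confined to the 5′ side, and other cryptic RSSs fell (see the other observations).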

How the results depend on the processing

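Of the summary results under all alternatives, 92 values stayed on their side of the threshold or within the set margin and 24 moved. For named RNA-seq genes, 1130 of 1267 alternative fits gave the same call, 87 lost it, 47 gained it and 3 reversed. For named V_H_ and D_H_ genes, 308 of 373 gave the same call, 49 lost it, 10 gained it and 6 reversed. The causes were not tested, apart from the loss of a library itself.

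With an equal chance share for each gene, 31 genes recombined in IL-7Rα-/- and 53 in FL, against 77 and 121. With each replicate required to pass alone, 60 genes recombined in IL-7Rα-/-. With the other domain boundaries the distal share differed by −7.73 percentage points, against −4.80. The share of the first 5 genes differed by 10.9 for gene numbers 1 to 5 and by 24.8 for the most used of the 15 most 3′ genes, against 17.6. Without DFL16.1 and V_H_-81X the DJ to VDJ ratio differed 15.5-fold. Over RSSs with at least 10 counts the V_H_ to Vκ difference was 0.286, and with 1 read added, chosen after the values were seen, 0.332, against 1.23. With an estimated correlation 0 of 6 V_H_ domains and 0 of 26 gene lists passed camera, against 1 and 21 with the preset one. By fry 13 lists passed.

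Leaving out 1 library changed the numbers of called genes. V_H_ genes called ranged from 27 (without FL replicate 1) to 109 (without IL-7Rα-/- replicate 2), D_H_ probes from 11 to 24, RNA-seq features from 882 (without Rag2-/- replicate 1) to 5617 (without IL-7Rα/Rag2-/- replicate 2) and V_H_ genic transcripts from 2 to 22. Of the 2905 RNA-seq features, 872 were called without Rag2-/- replicate 1 and 2870 without IL-7Rα/Rag2-/- replicate 2, 2883 in DESeq2 and 2809 with RLE factors, none in the other direction. V_H_ RSSs called stayed at 0 in all settings, with 1 to 7 at an unadjusted p under 0.05.

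Directions reversed for few named items. In DESeq2 DFL16.1 changed by −0.19 and DSP2.9 by −0.20, neither past the test (adjusted p = 0.17 and 0.149 from DESeq2). *Dntt*, which encodes TdT and did not pass (log2 change 0.09), ranged from −1.83 (without IL-7Rα/Rag2-/- replicate 1) to 0.84 (without IL-7Rα/Rag2-/- replicate 2), and was −0.03 without Rag2-/- replicate 2. Without single libraries J558.67.166 ranged from −0.69 to 0.72, cRSS_6 from −0.075 to 2.91, DST4.2 from −8.82 to 2.73 and cRSS_12 from −7.57 to 3.98.

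Whether replicates with the same number were handled together is not given. With the replicate number as a block, 75 V_H_ genes, 13 D_H_ probes and 2867 RNA-seq features were called, and *Dntt* changed by −0.47. The mean correlation between same-numbered libraries after removing genotype was 0.038 for V_H_ genes, −0.202 for D_H_ probes, −0.0716 for RSSs and 0.0705 for RNA-seq.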

Differences from the paper's values

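The paper gives 162 Vκ RSSs, and the deposited counts hold 103. No alternative changes this number. The deposited windows over V_H_ RSSs also number fewer than the 195 of the paper.

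For SM7.4.63 the paper's log2 change in Table S2 is −3.38, and edgeR gave −5.05. With RLE factors (−5.08), with the totals as scaling (−5.09) and with the replicate block (−5.01) the value also differed by more than its error. In DESeq2 (−5.42) and with no filter (−5.08) the gap was within the error. DESeq2 with shrunken fold changes, chosen after the values were seen, gave −3.28 and called the 10 V_H_ transcripts of Table S2, dropping 0 of them. DESeq2 without shrinkage drops 1 of them, SM7.4.63, and edgeR 3.

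*Pax5*, *Rag1*, *Cd79a* and *Smarca4* are reduced in the paper and did not pass in edgeR (adjusted p = 0.0566, 0.0979, 0.0691 and 0.0862), but did in DESeq2 with no change of direction (0.000392, 0.00185, 0.000208 and 0.00234). SM7.1.44, J558.88.194 and J558.87.193 are called in Table S2 and were not by edgeR (0.0556, 0.0577 and 0.123), but were by DESeq2 (0.00344, 5.2e-05 and 0.0281).

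The paper describes genes related to MYC as downregulated. The MYC list used here had a median log2 change of 0.25 and did not pass, whereas the E2F and G2M lists were lower by camera (adjusted p = 0.0334 and 0.000471). Neither passed with an estimated correlation (adjusted p = 0.556 each), by fry (0.355 each) or without IL-7Rα/Rag2-/- replicate 2 (0.416 and 0.0944).

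Of the 3 genes that the paper names as recombining in WT and not in IL-7Rα-/-, J558.16.106, J558.26.116 and J558.67.166, all passed the binomial test in IL-7Rα-/- with a chance share by length, at both thresholds tried and in each replicate alone. With an equal share for each gene, set as an alternative before the data were examined, none of them passed in IL-7Rα-/-, and in FL the first 2 passed. The first 2 were lower than in FL. The paper describes DQ52 as more frequent than in WT BM. Against FL it was lower (log2 change −0.36), and WT BM was not analysed here. The central DSP genes, which the paper describes as not recombining, kept reads without passing the binomial test. DSP2.5 kept 88 and 76 reads, and DSP2.3 kept 286 and 278.

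The paper describes J558.87.193 as not transcribed in Rag2-/- cells, where 4 and 1 reads were counted. In Fig. 3E the positions labelled PAIR4 and PAIR6 are in the opposite order to the coordinates in the deposited counts, where PAIR4 lies from 116500465 to 116526625 and PAIR6 from 116645041 to 116668355.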

Other observations

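The test on cryptic RSSs and the tests of J_H_ genes and D_H_ segments were chosen after the values were seen.

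Reads over the cryptic RSSs 5′ of DFL16.1 may be reads of DFL16.1 joins counted in the neighbouring probes. Such reads would stay in 1 ratio to DFL16.1. Per 100 DFL16.1 reads there were 3.03 ± 0.588 (SD, n = 2) in IL-7Rα-/- and 0.293 ± 0.0721 (SD, n = 2) in FL. These ratios are 10.4-fold apart, which argues against this explanation. Other sources of these reads were not tested. The probe next to DFL16.1, cRSS_9 (114721390 to 114722300), had 164 and 165 reads in FL and 238 and 402 in IL-7Rα-/- (log2 change 5.54, adjusted p = 0.00288 from edgeR). cRSS_10 and cRSS_11 rose by 4.22 and 3.19 (adjusted p = 0.00562 each from edgeR), but did not pass without FL replicate 1 (0.271 and 0.0788) or FL replicate 2 (0.223 and 0.13). cRSS_12 did not pass (log2 change 2.99, adjusted p = 0.217 from edgeR).

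Cryptic RSSs 3′ of DFL16.1, picked out after their values were seen, went both ways. cRSS_7 and cRSS_8 rose 71.9-fold and 40.3-fold in share of D_H_ reads (adjusted p = 0.00562 and 0.00831 from edgeR), and cRSS_7 did not pass without FL replicate 1 (0.163) or FL replicate 2 (0.212). cRSS_3 had 401 and 435 reads in FL and cRSS_5/P2_D 966 and 1010, and neither had a read in IL-7Rα-/- (adjusted p = 0.00562 each from edgeR). Neither passed without FL replicate 1 (0.300 and 0.150) or FL replicate 2 (0.306 and 0.130). Of the others on this side, cRSS_1, cRSS_2, cRSS_4 and cRSS_6 did not pass.

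J_H_ usage in D_H_ reads differed too. J_H_3 took 50.5% ± 5.92 in IL-7Rα-/- and 27.1% ± 0.256 in FL, J_H_1 8.15% ± 0.452 and 20.9% ± 0.833, and J_H_2 20.1% and 17.0% in the IL-7Rα-/- replicates and 31.1% ± 1.29 in FL (SD, n = 2 each, exact permutation p = 0.333 each). J_H_4 took 22.8% ± 3.27 and 20.9% ± 0.204 (exact permutation p = 1.0).

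Other gene lists moved with genotype in the RNA-seq libraries. Of 11 features of MHC class II genes (*Ciita* has 2 features) 8 rose and none fell (9 adjusted over the list alone), with *Cd74* from 3.96 to 648 CPM. Of 14 interferon response genes 5 rose (8 adjusted over the list alone), among them *Rsad2* (log2 change 4.63, adjusted p = 0.00152 from edgeR). Of 13 progenitor genes 8 rose and 1 fell (9 and 2 adjusted over the list alone), and of 13 mitochondrially encoded genes 8 rose (11 adjusted over the list alone). Of 17 stress genes 6 rose (6 adjusted over the list alone). All 5 lists were higher by camera (adjusted p = 2.43e-06, 0.00181, 0.00211, 0.000326 and 0.0143), and none with an estimated correlation (adjusted p = 0.273, 0.333, 0.322, 0.273 and 0.322).

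Of 89 ribosomal protein genes 1 rose and 5 fell (1 and 0 adjusted over the list alone), and of 66 histone genes 4 fell (0 adjusted over the list alone). Of 12 cohesin and CTCF genes 2 fell and 1 rose (3 and 1 adjusted over the list alone). None of the 12 V(D)J recombination and 14 pre-B receptor genes passed in edgeR (0 adjusted over the list alone in both), but 4 and 7 of them were lower, and 1 and none higher, without IL-7Rα/Rag2-/- replicate 2. By camera all 5 lists were lower (adjusted p = 8.62e-07, 8.92e-08, 0.00264, 0.0135 and 0.00416), and none with an estimated correlation (adjusted p = 0.273, 0.556, 0.273, 0.273 and 0.512). The median log2 changes were −0.40, −1.04, −0.56, −0.50 and −1.19. Those of the histone and pre-B receptor genes were −1.88 and −2.87 without IL-7Rα/Rag2-/- replicate 1 and −0.74 each without IL-7Rα/Rag2-/- replicate 2, and that of the V(D)J recombination genes was −1.05 without IL-7Rα/Rag2-/- replicate 1.

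Of 15 IL-7R and STAT5 response genes 2 rose and 2 fell (2 and 2 adjusted over the list alone). Of 8 pro-apoptotic genes 1 rose (1 adjusted over the list alone), and of 10 later B cell genes 4 rose and none fell (4 and 1 adjusted over the list alone). No gene of the list of Y-linked genes and *Xist* changed. These 4 lists did not pass camera (adjusted p = 0.736, 0.867, 0.107 and 0.396, and 0.756, 0.909, 0.530 and 0.635 with an estimated correlation). *Bcl2*, which encodes a survival factor, rose from 14.2 to 131 CPM (log2 change 3.21, adjusted p = 0.00185 from edgeR).

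*Xist* had 12.0 and 1466 CPM in the Rag2-/- libraries and 855 and 777 in the IL-7Rα/Rag2-/- libraries, and *Ddx3y*, a Y-linked gene, 33.2 and 0.127, and 18.5 and 14.2. The Rag2-/- replicates came from mice of different sex.

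*Sfpi1*, which encodes PU.1, rose from 14.2 to 68.0 CPM (log2 change 2.26, adjusted p = 0.0192 from edgeR, and 0.0589 without Rag2-/- replicate 2). *Runx1* did not pass (adjusted p = 0.0579 from edgeR), but did in DESeq2 (0.00652). *Tcf3*, which encodes E2A, did not pass (log2 change −1.07, adjusted p = 0.231 from edgeR) and fell without IL-7Rα/Rag2-/- replicate 1 (0.00396).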
